# MicroRNA Signatures of the Developing Primate Fovea

**DOI:** 10.3389/fcell.2021.654385

**Published:** 2021-04-08

**Authors:** Elizabeth S. Fishman, Mikaela Louie, Adam M. Miltner, Simranjeet K. Cheema, Joanna Wong, Nicholas M. Schlaeger, Ala Moshiri, Sergi Simó, Alice F. Tarantal, Anna La Torre

**Keywords:** microRNAs, retinal development, fovea, miR-342-5p, miR-15b, rhesus monkey

## Abstract

Rod and cone photoreceptors differ in their shape, photopigment expression, synaptic connection patterns, light sensitivity, and distribution across the retina. Although rods greatly outnumber cones, human vision is mostly dependent on cone photoreceptors since cones are essential for our sharp visual acuity and color discrimination. In humans and other primates, the *fovea centralis* (fovea), a specialized region of the central retina, contains the highest density of cones. Despite the vast importance of the fovea for human vision, the molecular mechanisms guiding the development of this region are largely unknown. MicroRNAs (miRNAs) are small post-transcriptional regulators known to orchestrate developmental transitions and cell fate specification in the retina. Here, we have characterized the transcriptional landscape of the developing rhesus monkey retina. Our data indicates that non-human primate fovea development is significantly accelerated compared to the equivalent retinal region at the other side of the optic nerve head, as described previously. Notably, we also identify several miRNAs differentially expressed in the presumptive fovea, including miR-15b-5p, miR-342-5p, miR-30b-5p, miR-103-3p, miR-93-5p as well as the miRNA cluster miR-183/-96/-182. Interestingly, miR-342-5p is enriched in the nasal primate retina and in the peripheral developing mouse retina, while miR-15b is enriched in the temporal primate retina and increases over time in the mouse retina in a central-to-periphery gradient. Together our data constitutes the first characterization of the developing rhesus monkey retinal miRNome and provides novel datasets to attain a more comprehensive understanding of foveal development.

## Introduction

Sight is often considered our most fundamental sense to perceive and navigate the world and, as a result, vision loss has a devastating impact on everyday life. Visual perception begins when photons of light enter the eye and are absorbed by the photoreceptors, the light-sensitive cells of the retina. There are two classes of photoreceptors named rods and cones because of their distinctive morphologies. While both populations contribute to the information transmitted to the visual centers of the brain by the optic nerve, these two cell types serve different purposes: rods are highly sensitive to light and provide relatively coarse, colorless images, while cones require considerably brighter light and are responsible for our sharp chromatic vision and spatial acuity (Arshavsky and Burns, 2012).

All photoreceptors are localized in the outer nuclear layer of the retina and are organized in a mosaic pattern that varies in different organisms to fit their environments and behaviors (Raymond et al., 1995; Bruhn and Cepko, 1996; Szel et al., 1996; Fadool, 2003; Viets et al., 2016). In most mammals, rods outnumber cones by orders of magnitude; in the mouse retina, rods constitute 97.2% and cones are 2.8% of all photoreceptors [38:1 rod to cone ratio, (Carter-Dawson and LaVail, 1979; Jeon et al., 1998)], while the human retina contains an average of 92 million rods and 4.6 million cones [20:1 rod to cone ratio, (Curcio et al., 1987)]. In humans and other primates, most of the cones are confined to a small region of the central temporal retina called the *macula lutea* (macula), where the cone concentration is about 200-fold higher than the most eccentric retinal regions (Curcio et al., 1987, 1990; Hendrickson et al., 2012; Hendrickson, 2016). At the center of the macula, a small indentation marks the location of the *fovea centralis* (fovea) corresponding with the center of the visual field. At the foveal pit, all photoreceptors are densely packed cones and there are virtually no rods (O’Brien et al., 2004; Springer and Hendrickson, 2005; Dubis et al., 2012; Provis et al., 2013). Despite the overall predominance of rod photoreceptors, primates have evolved to primarily utilize cone pathways, and most of our useful photopic vision depends on the cones in the fovea such that a 2-millimeter lesion in this area will result in legal blindness.

Age-related macular degeneration (AMD), one of the most prevalent types of photoreceptor degeneration, affects millions of people worldwide, and causes irreversible vision loss from the selective degeneration of the photoreceptors of the fovea (Wong et al., 2014). It has been estimated that AMD affects up to 25% of the United States population over the age of 80 (Friedman et al., 2004), illustrating the urgent need for novel treatments to restore the cones of the fovea. Efforts to develop therapies aimed at cone replacement will inevitably require preclinical studies using non-human primates, but our understanding of primate retinogenesis is still incomplete. Similarly, despite the fundamental importance of the fovea for human vision, the molecular mechanisms that guide the development of this region as well as the pathways that regulate the higher ratios of cone production remain largely unresolved.

During retinal development, different classes of retinal populations are consecutively added in a well-known sequence that is conserved in all vertebrates (Sidman, 1961; Young, 1985; Cepko et al., 1996; Livesey and Cepko, 2001): Retinal ganglion cells (RGCs), cone photoreceptors, and horizontal cells are the first cell populations to be born, followed by amacrine cells and rod photoreceptors, and finally, bipolar cells and Müller glia are born last. Classic lineage-tracing studies showed that retinal progenitor cells are multipotent such that one single type of progenitor cell has the ability to differentiate into multiple postmitotic cell types. Evidence from heterochronic transplants (McConnell, 1985; Watanabe and Raff, 1990; Belliveau et al., 2000; Rapaport et al., 2001), in which neural progenitors were transplanted into an environment of a different age and, more recently, single-cell transcriptomics (Clark et al., 2019; Lu et al., 2020; Sridhar et al., 2020) has revealed that (1) retinal progenitors are intrinsically restricted, and (2) retinal progenitors pass through waves of competence to acquire and lose the ability to make specific cell types at different developmental stages.

MicroRNAs (miRNAs) are small RNA molecules known to regulate several aspects of development. To date, over 2,000 miRNAs have been recorded in miRbase (miRbase.org) (Kozomara and Griffiths-Jones, 2014) and both computational and experimental analyses indicate that most protein-coding genes are regulated by one or more miRNAs (Baek et al., 2008; Selbach et al., 2008). The essential roles of miRNAs in cell fate acquisition and central nervous system (CNS) patterning are well established. miRNAs are known to regulate neural progenitor competence *in vivo* (Georgi and Reh, 2011; La Torre et al., 2013; Saurat et al., 2013; Shu et al., 2019; Wohl et al., 2019) and *in vitro* (Andersson et al., 2010; Patterson et al., 2014), and some miRNAs have been associated with the production of specific cell types (Bian et al., 2013; Nowakowski et al., 2013; Patterson et al., 2014; Wohl and Reh, 2016).

Given the vast importance of miRNAs as developmental regulators, we have sought to characterize the miRNome of the early developing non-human primate retina, specifically the rhesus monkey (*Macaca mulatta*), an Old World non-human primate. We have generated transcriptomic profiles of rhesus retinas at three developmental time points, spanning the major stages of development, and we have used miRNA-sequencing technologies to identify miRNAs differentially expressed in the presumptive fovea (temporal posterior side of the retina) compared to its equivalent region at the other side of the optic nerve head (nasal posterior) at early stages of retinal development. In addition, we have chosen miRNAs with significant differential expression between retinal regions and we have validated their expression using *in situ* hybridization in mouse and human samples. Together, our data provides invaluable resources for studies aimed at understanding the role of miRNAs in retinal development as well as datasets to broaden our knowledge of foveal development.

## Results

### Transcriptomic Characterization of the Developing Rhesus Monkey Retina

Total RNA was obtained from retinal punches (approximately 2.5 mm in diameter) from the prospective fovea (temporal side) and the equivalent region at the other side of the optic nerve head (nasal side), from three different time points spanning the three trimesters [50 days gestational age (late first trimester), 90 days (second trimester), and 150 days (third trimester); term 165 ± 10 days]. Rhesus monkey trimesters are divided by 55-day increments (0–55, 56–110, and 111–165 days) (Tarantal, 2005). We performed Next Generation Sequencing (NGS) analyses (50 days: 6 samples, 3 temporal, and 3 nasal, 90 days and 150 days: 2 samples each, 1 temporal, and 1 nasal for each ontogenic stage). 

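The deposited mRNA table held 28633 genes, listed by Ensembl identifier and for most genes a symbol, with no genomic positions. It covered the presumptive fovea on the temporal side and the matching region on the nasal side of the retina at 50, 90 and 150 days of gestation. According to the paper's methods, the share of the retina in a punch varied with age. At 50 days a punch reached past the foveal anlage, so ratios at different ages do not compare the same part of the retina. The paper's methods give total RNA depleted of ribosomal RNA with Ribo-Zero Gold, alignment with Bowtie2 2.2.2 and Tophat 2.0.11, and assembly and expression with Cufflinks 2.2.1, whose results and those of Cuffdiff went through CummeRbund; the sample labels name edgeR, and the program that counted reads per gene is not given in the sources used here. At 50 days the table gave 1 column per region, the authors' mean, so no spread between the 3 samples of a region could be computed, and reads were 50 bp and single-end. At 90 and 150 days it gave 1 library per region in CPM, read as pairs of ends, so no difference within 1 of these ages has a replicate check. CPM values at 90 and 150 days were whole multiples of the value of 1 read in 100% of genes within a tolerance of 0.01 reads. The effective library sizes behind them, the denominators of CPM, were 19776051 (temporal) and 21262761 (nasal) at 90 days and 18367550 and 20044586 at 150 days. The recovered reads over all genes were 18778855 (temporal) and 19851990 (nasal) at 90 days and 17429349 and 18663804 at 150 days. Ratios between the single libraries carry 95% exact (Clopper-Pearson) intervals from those reads. The intervals cover counting error only and compare 2 libraries, not the regions in general. The log2 ratio used for lists and for counting genes was log2 of temporal CPM + 1 over nasal CPM + 1, which understates differences of low genes; a gene counted as 2-fold different when this ratio was at least 1 in size and the higher side had at least 5 CPM. A list is described by the median log2 ratio of its members with at least 1 CPM, and by the percentile of that median among 10000 lists of equal size drawn at similar expression.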

After the pre-processing pipeline and quality controls, more than 89% of the reads were aligned with the rhesus monkey genome (reference genome: Mmul_1; annotation reference: Ensembl_75) for each sample. On average, 74.9 million reads were obtained from each sample, and genome mapping was on average 90%.

We used the expression of cell type-enriched genes as a read-out of the timing of retinal histogenesis (Figures 1A–E and Supplementary Table1). As expected, by 50 days gestational age, several well-known progenitor genes are highly expressed (e.g., PRTG, FOXP1) but not all progenitor genes reach the highest expression point at these early stages and several progenitor genes such as bHLH transcription factors (e.g., ASCL1, NEUROG2) and genes associated with active proliferation (e.g., CCND1, CDK4, E2F1, and E2F2) do not peak until 90 days gestational age (Figure 1A and Supplementary Figure 1A). 

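Among progenitor genes, PRTG, a surface receptor of early neural progenitors, had its highest values at 50 days, where the authors' mean was 73.7 CPM temporal and 73.5 CPM nasal, and it stood at 5.11 against 6.40 CPM at 90 days and 4.90 against 2.84 CPM at 150 days. The forkhead transcription factor FOXP1 went from 87.9 against 98.3 CPM (the authors' mean) to 34.3 against 63.3 CPM and 13.6 against 18.1 CPM. The proneural bHLH factor NEUROG2 was highest at 90 days, with 0.897 against 1.07 CPM at 50 days (the authors' mean), 20.5 against 21.0 CPM at 90 days and 4.03 against 6.49 CPM at 150 days, in the temporal against the nasal region. Cyclin D1 (CCND1), which drives cells through G1, reached 676 CPM temporal and 1039 CPM nasal at 90 days and 38.7 CPM temporal and 98.8 CPM nasal at 150 days. Its partner kinase CDK4 had a mean over both regions of 76.7, 119 and 48.9 CPM at the 3 ages. For the S-phase activators, these means were 36.8, 92.1 and 6.30 CPM for E2F1 and 39.0, 74.7 and 1.28 CPM for E2F2. Of the 14 progenitor genes drawn in Figure 1A, 8 had their highest mean at 50 days, 6 at 90 days and 0 at 150 days. Of 28 cell cycle genes from a fixed list, 12 were highest at 50 days and 16 at 90 days. Of all 15565 genes of at least 1 CPM, 6386 were highest at 50 days, 3539 at 90 days and 5640 at 150 days. Those shares are the background for each tally of ages here and below. The youngest age was read single-end and the later ages as pairs, so the level at 50 days was measured differently from the others.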

Previous reports have identified clear transcriptional differences between early and late retinal progenitor competence states in mouse and human retinas (Clark et al., 2019; Lu et al., 2020; Sridhar et al., 2020), including a progressive increase in Notch signaling. The activation of the Notch pathway maintains cells in a proliferative state ensuring that a subset of progenitors remains for the consecutive waves of neurogenesis (Perron and Harris, 2000; Louvi and Artavanis-Tsakonas, 2006). Notch also regulates fate decisions through the regulation of neurogenic genes (Kageyama et al., 2008; Maurer et al., 2014). Correspondingly, many genes involved in the Notch signaling pathway show their highest levels of expression at 90 days gestational age in our screening (Supplementary Figure 1B), with NOTCH1, NOTCH3, DLL1, DLL3, and HES5 peaking at this time.

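The receptor NOTCH1 had a log2 ratio of -1.22 at 50 days, 31.6 CPM on the temporal side by the authors' mean, values of 397 against 514 CPM, temporal against nasal, at 90 days and 61.5 against 119 CPM at 150 days. NOTCH3, a receptor also made by the mural cells of vessels, had a mean over both regions of 16.4, 106 and 28.0 CPM at the 3 ages. The ligands DLL1 and DLL3 had means of 43.3 and 86.3 CPM at 90 days and of 4.64 and 2.90 CPM at 150 days, against 14.7 and 33.7 CPM at 50 days. The Notch effector HES5 had 8.22, 108 and 9.39 CPM. Of 15 Notch pathway genes in the table, 11 were highest at 90 days. Exceptions were RBPJ and NOTCH2, highest at 50 days, and JAG1 and JAG2, highest at 150 days. Between regions, the median log2 ratio of the Notch list was -0.25 at 50 days, -0.25 at 90 days and -0.37 at 150 days (percentiles 1.29, 0.0100 and 0), so most members were lower on the temporal side. These ages were compared without replicate libraries at 90 and 150 days.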

**FIGURE 1:**
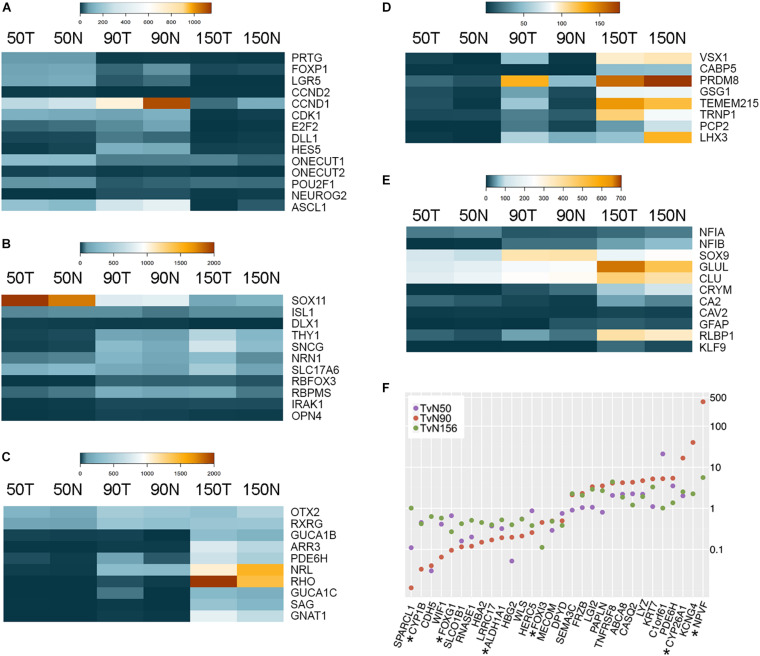
RNA-sequencing of *Macaca mulatta* retinas. **(A–E)** Heatmaps showing expression of cell-specific markers during *Macaca mulatta* retinal development. Comparisons between Temporal (T) and Nasal (N) data is shown at 50, 90, and 150 days gestational age. **(A)** Retinal Progenitor Cell markers. **(B)** Retinal Ganglion Cell markers. **(C)** Photoreceptor cell markers. **(D)** Bipolar cell markers. **(E)** Muller Glia cell markers. All data is shown as CPM (counts per million). **(F)** Scatter plot of genes showing differences between temporal and nasal expression. TvN: Temporal vs Nasal. Stars indicate genes previously identified as macula-enriched.

Similarly, genes known to be expressed in both mouse and human RGCs exhibit specific expression at different time points (Figure 1B). For example, several transcription factors such as ISL1 and SOX11 are highly expressed at early stages of development corresponding with their expression in other species (Mu et al., 2008; Pan et al., 2008; Jiang et al., 2013), while genes associated with RGC synaptic maturation (e.g., NRN1 or SNCG) increase over developmental time and peak in the third trimester. 

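The retinal ganglion cell factor SOX11 had a mean over both regions of 1894 CPM at 50 days, 642 CPM at 90 days and 161 CPM at 150 days. ISL1, a LIM homeodomain factor of ganglion, amacrine and bipolar cells, was nearly level at 81.8, 74.4 and 85.6 CPM, and the age of its highest value changed with the region used and with rescaling. SNCG, a synuclein of ganglion cell axons, had 13.3, 186 and 378 CPM. NRN1 encodes neuritin, a promoter of neurite growth. Its means were 70.4, 164 and 157 CPM, highest at 90 days, while the temporal library alone was highest at 150 days, at 229 against 84.1 CPM in the nasal library. SNCG stood at 519 CPM temporal and 237 CPM nasal at 150 days, a 2.19-fold difference (interval 2.11 to 2.27). Of the 11 ganglion cell genes drawn in Figure 1B, 2 were highest at 50 days, 4 at 90 days and 5 at 150 days, and this tally has 1 library per region behind each later age.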

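Photoreceptor and bipolar genes were higher on the temporal side from the earliest age. At 50 days the authors' mean of RP1, a protein of the photoreceptor axoneme, was 67.8 CPM temporal and 22.4 CPM nasal, and that of CNGB3, a subunit of the cone cyclic nucleotide channel, was 6.71 CPM temporal and 1.75 CPM nasal. NETO1, an auxiliary receptor subunit of bipolar cells, had 27.6 CPM temporal and 1.41 CPM nasal at 90 days, a 19.5-fold difference (interval 13.5 to 29.2). The cone list had a median log2 ratio of 0.33 at 50 days, 0.68 at 90 days and 0.34 at 150 days, at a percentile that rounds to 100 at each age. Random lists hold unrelated genes, so such extremes are not special to these cell types. Ribosomal protein genes, for 1, lay at percentiles of 0, 99.7 and 0 at the same ages. The rod list had medians of 0.26, 0.52 and 0.24. Genes shared by both photoreceptor types had medians of 0.41, 0.46 and 0.01, and bipolar genes had 0.47, 0.65 and -0.03, at percentiles of 100, 100 and 53.0. Of the bipolar genes, 5 of 18 were 2-fold higher on the temporal side at 50 days and 9 of 21 at 90 days, while at 150 days the only 2-fold member was LHX3, a LIM homeodomain factor, on the nasal side. Rod genes were scarce at 50 days, when only 5 of 15 reached 1 CPM, and their percentile of 99.7 fell under 97.5 with a pseudocount of 5 or after rescaling the columns. The genes drawn in Figures 1C,D were picked by the study and have medians of 0.34, 0.79 and 0.57 for photoreceptors and 1.21, 1.65 and -0.04 for bipolar cells.

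**Figure D1:**
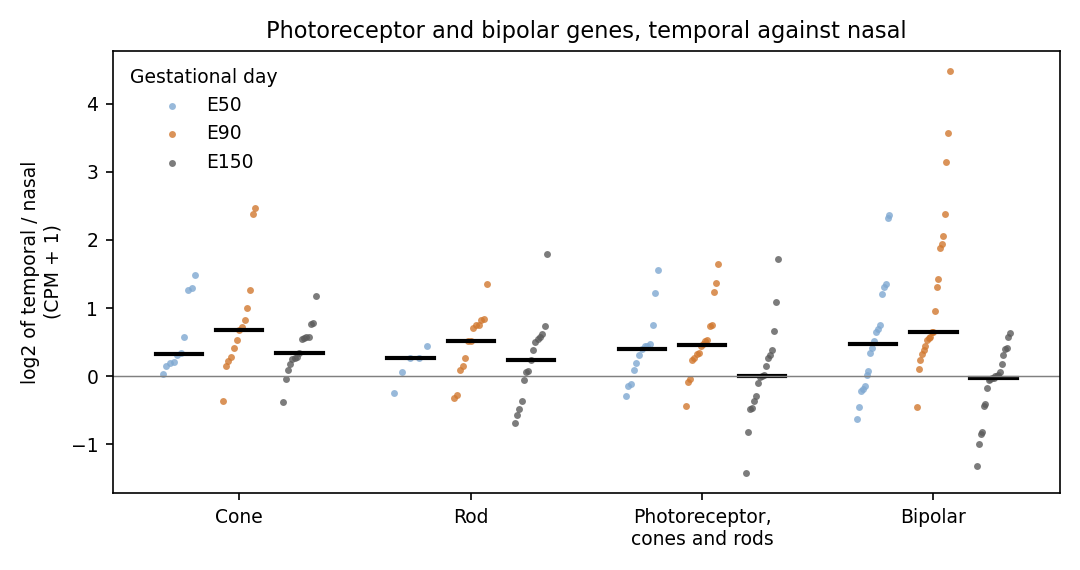
Log2 ratio of temporal to nasal CPM + 1 (vertical axis) for each gene of the cone, rod, shared photoreceptor and bipolar lists (horizontal axis) at 50, 90 and 150 days; each point is a gene and each bar the list's median. Bipolar genes have their highest median, 0.65, at 90 days and center on -0.03 at 150 days.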

Interestingly, many photoreceptor-specific (Brzezinski and Reh, 2015) and bipolar cell-specific markers (Park et al., 2017) are detected first in the temporal samples before the nasal samples starting from 50 days gestational age (Figures 1C,D). Accordingly, by this time, the temporal samples exhibit higher levels of cone genes (e.g., PDE6H, 3.5-fold enrichment; Figure1C) and early bipolar genes (e.g., VSX1 shows a 28-fold enrichment, GSG1 shows a 3.1-fold enrichment, and TMEM215 shows an 8.3-fold enrichment; Figure 1D). These differences between temporal and nasal regions are more prominent in the second trimester (90 days gestational age), reflecting a vast developmental acceleration in the presumptive fovea. Thus, by this time, the expression of GUCA1B is 14.5-fold higher in the temporal samples, PDE6H shows an enrichment of 5.8-fold (photoreceptor markers), and the bipolar markers VSX1, CABP5, PRDM8, GSG1, TMEM215 are enriched 39.8-, 2.6-, 2.8-, 4.5- and 10.3-fold, respectively. 

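PDE6H, the inhibitory subunit of the cone phosphodiesterase, had an authors' mean of 4.91 CPM temporal and 1.41 CPM nasal at 50 days, a 3.48-fold difference. VSX1, a homeodomain factor of cone bipolar cells, had 5.08 CPM temporal and 0.184 CPM nasal, 27.6-fold. For GSG1, a membrane protein found in bipolar cells, the authors' mean was 8.70 CPM temporal and 2.81 CPM nasal, 3.10-fold, and for TMEM215, a transmembrane protein of bipolar cells, it was 9.94 CPM temporal and 1.20 CPM nasal, 8.29-fold. All 4 were under 10 CPM on both sides, so their folds lean on low nasal values. With a pseudocount of 5 in place of 1, TMEM215 stayed above 2-fold and PDE6H, VSX1 and GSG1 did not.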

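At 90 days, VSX1 had 48.6 CPM temporal and 1.22 CPM nasal, from 962 and 26 reads, a 39.8-fold difference (interval 27.0 to 61.2). TMEM215 was 10.3-fold higher on the temporal side (interval 8.47 to 12.7) and GSG1 4.57-fold (interval 3.86 to 5.43). PRDM8, a transcription factor needed for bipolar survival, had 128 CPM temporal and 47.2 CPM nasal, 2.72-fold (interval 2.53 to 2.93). CABP5, a calcium-binding protein of bipolar cells, was near the floor, with 22 and 9 reads and a fold of 2.63 (interval 1.16 to 6.48). PDE6H reached 41.2 CPM temporal and 7.10 CPM nasal, 5.80-fold (interval 4.87 to 6.95). GUCA1B, which activates photoreceptor guanylate cyclase, had 54 and 4 reads, a fold of 14.5 (interval 5.35 to 55.2), after an authors' mean of 2.88 against 2.39 CPM at 50 days. With a pseudocount of 5, the folds of GUCA1B (1.49) and CABP5 (1.13) were under 2 and those of the other 5 genes were not. Whether the temporal to nasal ratio of any of these genes changed between 50 and 90 days was not tested, as neither age has a spread between libraries. By 150 days VSX1 stood at 97.5 against 101 CPM, PDE6H at 491 against 330.3 CPM and GUCA1B at 188 against 119 CPM.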

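Müller glia, the radial glia of the retina, were followed through 19 genes of a fixed list. RLBP1, the retinaldehyde-binding protein of the visual cycle, had a mean over both regions of 18.7 CPM at 50 days, 41.1 CPM at 90 days and 361 CPM at 150 days. Glutamine synthetase (GLUL) had 154, 229 and 582 CPM, carbonic anhydrase 2 (CA2) had 1.89, 5.56 and 42.7 CPM, and the transcription factor NFIX had 1.39, 28.9 and 60.2 CPM. In the fixed list, 13 of 19 genes were highest at 150 days, and of the 12 drawn in Figure 1E, 9 were. NFIA and NFIB, relatives of NFIX, had their highest mean at 50 days, and SOX9, a factor of progenitors and glia, at 90 days. Between regions the list had medians of -0.14, -0.04 and -0.05 on the log2 scale at the 3 ages, with 0 members 2-fold higher on the nasal side and 2 of 18, at 90 days only, on the temporal side. Values at 50 days were the authors' means and later ones rest on 1 library per region.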

Correspondingly, many Müller glia-specific genes are up-regulated over developmental time, including NFIX, GLUL, CA2, and RLBP1 (Figure 1E).

In addition to the cell-specific markers, other genes also exhibit transcriptional differences between the temporal and nasal regions of the developing rhesus eye (Figure 1F and Supplementary Tables 1, 2). 

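Among the largest differences at 50 days on the nasal side were those of the fibrillar collagen COL3A1 (listed at 0 temporal and 13.6 CPM nasal, the authors' mean) and fetal hemoglobin HBG2 (0.320 against 5.92 CPM, temporal against nasal). LRTM1, a leucine-rich repeat membrane protein, had the highest log2 ratio on the temporal side at this age, 2.86. At 150 days the basement membrane collagens COL4A3 and COL4A4 were higher on the temporal side, with 27.3 against 3.14 CPM and 23.9 against 3.49 CPM, as was the calcium buffer CALB1, with 420.0 against 119 CPM. HBG2 was also higher on the nasal side, at 3.29 against 15.5 CPM at 90 days and 20.0 against 46.1 CPM at 150 days. Of 11154 genes considered at 50 days, 22 were 2-fold higher on the temporal and 96 on the nasal side. At 90 days these numbers were 94 and 69 of 11870, and at 150 days 194 and 111 of 12067. Between 50 and 90 days, 7 genes were 2-fold higher on the temporal side at both ages and 18 on the nasal side, where independent lists would share 0.0885 and 0.234. Between 90 and 150 days, 16 and 2 were shared, against 1.12 and 0.568. Between 50 and 150 days, 1 and 4 were shared, against 0.224 and 0.658. Genes that were 2-fold different in opposite directions numbered 1 between 50 and 90 days, 5 between 90 and 150 days and 4 between 50 and 150 days, and over all genes considered at both ages the log2 ratios had Pearson correlations of 0.16, 0.25 and -0.02 and Spearman correlations of -0.04, 0.23 and -0.06 in this order. With age as a term and the pairs of libraries at 90 and 150 days standing in as replicates, edgeR's quasi-likelihood test on the recovered reads, added after the data were seen, called 0 of 15102 genes, with 1378 at an unadjusted p under 0.05, and the lowest adjusted p, 0.0735, belonged to CALB1.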

Notably, many of these genes have been previously shown to be differentially expressed in the developing macula or the high-acuity area of other species. For example, FOXG1 is a transcription factor exclusively expressed in the nasal portion of the retina in fish, chicken, mouse, and human (Shintani et al., 2004; Zhao et al., 2009; Fotaki et al., 2013; Hernandez-Bejarano et al., 2015; Hoshino et al., 2017; Smith et al., 2017). 

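HMX1, a homeobox factor of the nasal retina, was higher on that side at each age, with 0.612 against 2.24 CPM (the authors' mean), 102 against 174 CPM and 41.9 against 112 CPM in the temporal against the nasal region. EFNA5, an ephrin that guides axons, had a log2 ratio of -0.38, -0.85 and -0.60. The list of nasal patterning genes that holds HMX1 and EFNA5 had medians of -0.67, -0.70 and -0.60, at percentiles of 0.520, 0.0100 and 0.130. Genes of the temporal retina, among them the ephrin receptors EPHA3 and EPHA7, had medians of 0.04, 0.22 and 0.45.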

Hoshino and collaborators demonstrated that CYP1B1 is enriched in the periphery of the human fetal retina (Hoshino et al., 2017). 

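CYP1B1, a cytochrome P450 that can make retinoic acid, had an authors' mean of 58.2 CPM temporal and 125 CPM nasal at 50 days, 2.14-fold higher on the nasal side. At 90 days it stood at 0.657 CPM temporal and 18.3 CPM nasal, from 13 and 390 reads, a nasal to temporal ratio of 27.9 (interval 16.1 to 52.9). It was lower at 150 days, with 1.20 against 2.59 CPM and a ratio of 2.17 (interval 1.29 to 3.74).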

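CYP26A1, which breaks down retinoic acid, had an authors' mean of 6.84 CPM temporal and 3.33 CPM nasal at 50 days, 2.05-fold higher on the temporal side. It stood at 28.7 CPM temporal and 1.60 CPM nasal at 90 days, 17.9-fold (interval 12.7 to 26.1), and at 31.5 CPM temporal and 11.4 CPM nasal at 150 days, 2.76-fold (interval 2.36 to 3.23). ALDH1A1, which makes retinoic acid, was higher on the nasal side at each age, with 127 against 365 CPM (the authors' mean), 55.3 against 268 CPM and 4.52 against 7.93 CPM in the temporal against the nasal region. Its nasal to temporal ratio was 2.87, 4.84 (interval 4.54 to 5.17) and 1.76 (interval 1.34 to 2.32). The wider list of retinoic acid genes had median log2 ratios of -0.16, -0.23 and -0.26. Each later age rests on 1 library per region.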

Notably, CYP26A1 is higher in the temporal retina at all the ages analyzed and ALDH1A1 is enriched in the nasal retina. CYP26A1 and ALDH1A1 are negative and positive regulators of retinoic acid (RA) levels, respectively, and downregulation in RA signaling correlates with the development of a rod-free area in the avian retina (da Silva and Cepko, 2017). 

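NPVF, the precursor of RFamide peptides, was close to absent at 50 days, with an authors' mean of 0.115 CPM on the temporal side and a value listed at 0 on the nasal side. At 90 days the temporal library held 783 reads of NPVF (39.6 CPM) and the nasal library 2 reads, a ratio of 421 (interval 116 to 3482). At 150 days it had 338 CPM temporal and 55.4 CPM nasal, 6.10-fold (interval 5.72 to 6.51). NPVF had the highest log2 ratio of the named genes at 90 days, 5.21.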

CYP26A1 and NPVF have also been previously identified as developing macula markers in human samples by different reports (Hoshino et al., 2017; Lu et al., 2020). Additionally, our analyses also identify novel genes such as CROC4 (C1orf61), CASQ2, SPARCL1, and WIF1 as genes presenting strong differential expression signatures between the presumptive fovea and the nasal side at different gestational time points (Figure 1F). Collectively, these results show that the rhesus monkey presumptive fovea is developmentally advanced relative to the opposite nasal region, confirming the utility of these data as a tool to analyze differences between temporal and nasal expression.

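C1orf61, also called CROC4, a brain-enriched transcriptional activator, was higher on the temporal side, with an authors' mean of 2.91 against 0.121 CPM at 50 days (24.0-fold), 15.9 against 2.82 CPM at 90 days (5.64-fold, interval 4.27 to 7.57) and 24.4 against 19.7 CPM at 150 days (1.24-fold). CASQ2, a calcium store protein, had 4.06 against 1.72 CPM (the authors' mean), 10.0 against 2.16 CPM and 43.6 against 33.0 CPM, a ratio of 2.37, 4.63 (interval 3.34 to 6.53) and 1.32. SPARCL1, a matrix protein of astrocytes and vessels, was higher on the nasal side at 50 days, with an authors' mean of 12.1 CPM temporal and 96.1 CPM nasal. At 90 days it had 1.06 CPM temporal and 85.0 CPM nasal, a nasal to temporal ratio of 80.1 (interval 52.2 to 129.7), and at 150 days 146 CPM temporal and 131 CPM nasal. WIF1, a secreted WNT inhibitor, had 4.79 against 11.3 CPM (the authors' mean), 3.24 against 46.3 CPM and 592 against 939.6 CPM, a nasal to temporal ratio of 2.36, 14.3 (interval 11.1 to 18.7) and 1.59. Some other genes of vessels and astrocytes were also lower in the temporal library at 90 days, among them the endothelial cadherin CDH5, at 0.556 against 12.9 CPM. Of 16 vascular genes, 7 were 2-fold higher on the nasal side and 3 were higher on the temporal side. KDR, the most abundant of them, was nearly equal. The astrocyte list went both ways, with 3 of 6 genes higher on the temporal side.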

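At 90 days, in 1 library per region, genes higher at 150 than at 50 days were mostly higher on the temporal side. The change from 50 to 150 days mixes age with a move from single-end to paired reads. Over all 11870 genes considered at 90 days the median log2 ratio was 0.03. Of 3956 genes whose mean was at least 2-fold higher at 150 than at 50 days, 74.2% were higher on the temporal side at 90 days, with a median log2 ratio of 0.12. Of 2697 genes at least 2-fold lower at 150 days, 24.3% were, with a median of -0.13. The change from 50 to 150 days and the temporal to nasal ratio at 90 days had a Spearman correlation of 0.45 and a Pearson correlation of 0.36 across 11870 genes, which are not independent of one another. Among lists, progenitor genes, which include the proliferation gene CCND1 and the nasal ZIC1, had a median log2 ratio of -0.30 at 90 days. They had -0.38 at 50 days and -0.47 at 150 days, so this median is not particular to 90 days. Ganglion cell genes such as NEFM and SNCG had 0.30 at 90 days, against -0.16 at 50 days and 0.94 at 150 days. Unlike the photoreceptor and bipolar lists, some lists with most genes highest at 150 days were not higher on the temporal side at 90 days. Müller glia genes had -0.04 (13 of 19 highest at 150 days), WNT genes -0.18 (9 of 16) and vascular genes -0.69 (12 of 16). For the ratio at 50 days, set against the change from 90 to 150 days, the Spearman correlation was -0.10, and for the ratio at 150 days, set against the change from 50 to 90 days, it was -0.04. From the earlier photoreceptor and bipolar genes and from the region-specific genes, the paper concludes that the presumptive fovea is developmentally ahead of the nasal region. In human fetal retina it also reports a thinner progenitor layer, fewer dividing cells and more photoreceptors on the temporal side. It adds that a published model of developmental timing matches its rhesus data.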

### miRNA-Sequencing and Differential Expression Profiles Between Temporal and Nasal Fetal Rhesus Monkey Retinas

miRNA libraries were obtained from retinal punches from the temporal side of the retina (presumptive fovea) and the nasal side of the optic nerve head as described above, at 50 days gestational age (*n* = 3 samples for each anatomical region, six samples total). 

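The miRNA table held 339 miRNAs in 6 libraries at 50 days, 3 temporal and 3 nasal, made from the samples used for mRNA with the NEBNext small RNA kit. Its values were TPM rounded by the authors to whole numbers, after mapping to miRBase release 20; the aligner and the genome build are not given in the sources used here. Rounded TPM keeps no read depth, so no read count stands behind a value and no counting interval can be given; the paper states an average number of reads per sample, which the values do not show. The listed miRNAs summed to 309924, 353553 and 339994 TPM in temporal replicates 1 to 3 and to 178383, 358430 and 238494 TPM in nasal replicates 1 to 3, so the nasal libraries covered a wider range (median 238494 against 339994 TPM). Each library was therefore divided by its median ratio to the geometric mean over the tested miRNAs. The factors were 1.09, 1.36 and 1.20 for the temporal libraries and 0.68, 1.12 and 0.73 for the nasal ones. Differences were tested with limma on log2 of the scaled value + 1 for the 283 miRNAs with a mean of at least 5 TPM, two-sided with Benjamini-Hochberg adjustment. Fold changes on this scale understate those of low miRNAs. Left without rescaling, the median log2 fold change of all 283 miRNAs was 0.52, and dividing by library totals left 0.13, against 0.01 here, so directions are relative to the typical miRNA. The paper names 3 samples per region without tying them to separate animals, so p-values measure only the spread between these samples, which can be technical. Values in TPM below are as the authors deposited them; log2 fold changes are after rescaling.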

After NGS profiling, an average of 29.9 million reads were obtained per sample, and the data was mapped to miRBase (release 20) and normalized. Principal Component Analysis (PCA) was performed by including the top 50 microRNAs that varied the most across all samples using normalized reads. As shown in Figure 2A, the foveal/temporal samples form a relatively robust cluster indicating that the biological differences between these samples are pronounced despite the nasal samples exhibiting larger intra-group variability.

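Nasal replicate 1 lay farthest from the other libraries on the main axis of variation, and miR-7, a miRNA of neurons and endocrine cells, carried 29.7% of that axis. Other large shares came from let-7i-5p (15.7%), miR-148a-3p (15.0%), miR-92a-3p (13.8%) and the neural miR-9-5p (10.7%), all abundant miRNAs. The first principal component of the 50 most variable miRNAs held 72.9% of their variance and the second 15.2%, on deposited TPM values. Scores on the first were 5025, 8838 and 13170 for temporal replicates 1 to 3 and -28802, 13912 and -12142 for nasal replicates 1 to 3, so nasal replicate 2 lay beside the temporal libraries. The mean distance between libraries of a region was 16899 TPM in the temporal group, 30076 TPM in the nasal group and 28582 TPM between groups. The nasal to temporal ratio of 1.78 was the largest of the 10 ways to divide 6 libraries into groups of 3 (exact permutation test, p = 0.1, the smallest this design allows). Without nasal replicate 2 the ratio was 1.07, and without nasal replicate 3 it was 2.64. The 3 lowest scores belonged to the 3 libraries with the lowest TPM sums. On log2(value + 1) after median-ratio scaling, the nasal to temporal ratio of distances was 1.91 (exact permutation test, p = 0.1), and the distance between groups, 11.1, was above that within the nasal group, 9.51.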

**FIGURE 2:**
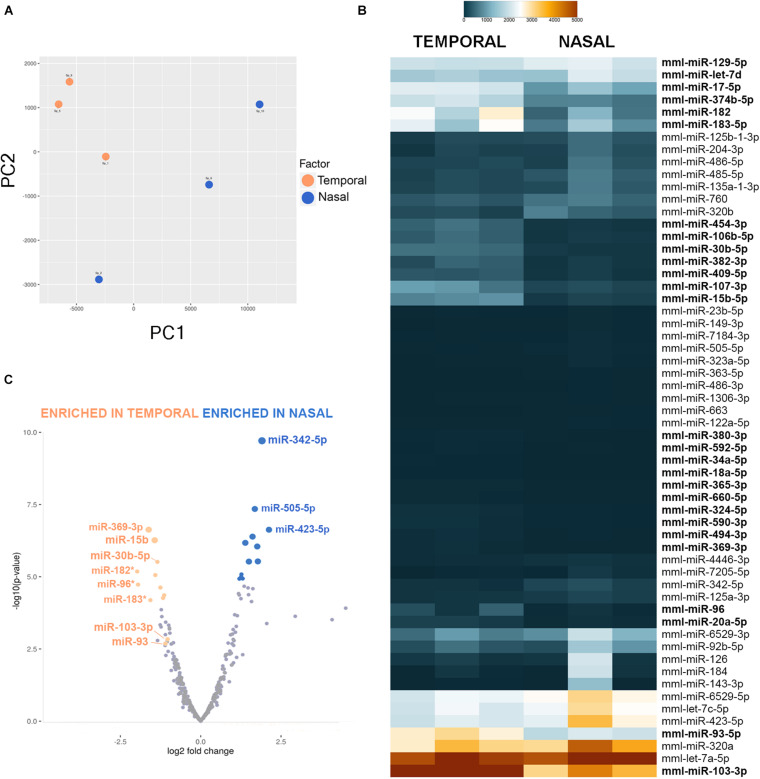
MiRNA-sequencing of *Macaca mulatta* retinas. **(A)** Two-dimensional Principal Component Analysis was used to visualize sample variance between six retinal tissue samples collected at 50 days gestational age. **(B)** Heatmap shows different miRNA expression between temporal and nasal samples. Only miRNAs with a False Discovery Rate (FDR) value of < 0.012 between nasal and temporal samples are shown. miRNAs enriched in the temporal samples are shown in bold. **(C)** Volcano plot of miRNA plotted on fold change (log2, x-axis) and *P* value [−log10(*p*-value), y-axis] shows difference in expression between nasal and temporal retina. Stars indicate the photoreceptor enriched miR-183/96/182 cluster.

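Among miRNAs higher in the temporal samples were miR-374b-5p, from an X-linked cluster, with a log2 fold change of 1.23 (standard error 0.216, adjusted p = 0.00634) from limma, and miR-494-3p of the imprinted 14q32 cluster, with a log2 fold change of 1.24 (standard error 0.218, adjusted p = 0.00634). On the nasal side, miR-505-5p had a log2 fold change of -1.55 (standard error 0.172, adjusted p = 0.00168) from limma. Both miR-494-3p (12.7 ± 2.08 TPM temporal, 3.33 ± 1.53 TPM nasal) and miR-505-5p (3.33 ± 0.577 TPM temporal, 8.33 ± 2.31 TPM nasal) were low (SD, n = 3), where rounding to whole TPM matters. On the same side, miR-423-5p, an abundant miRNA, had 567 ± 117 TPM in the temporal samples and 1274 ± 689.8 TPM in the nasal samples (SD, n = 3), a log2 fold change of -1.60 (standard error 0.217, adjusted p = 0.00237) from limma. Its call did not hold without rescaling (adjusted p = 0.0572). Of 283 miRNAs tested, 38 were higher in the temporal and 42 in the nasal samples at an adjusted p under 0.05 from limma, 80 in all, and 119 had an unadjusted p under 0.05. The split was 77 against 3 without rescaling and 47 against 34 after dividing by library totals. In 127 miRNAs (44.9%) the 3 libraries of one region all lay above those of the other, and 79 of the 80 called miRNAs were among them. Chance gives 10% when all libraries are freely exchangeable, which leaves any pairing of the samples aside. Without temporal replicate 1 the count of 80 became 35, without temporal replicate 3 it became 52 and without nasal replicate 3 it became 36. Of the 80, 65 were also called, all in the same direction, in the authors' deposited table at an adjusted p under 0.05.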

Importantly, our experiments indicate that several miRNAs are differentially expressed in the different regions of the developing primate retina (Figures 2B,C). For example, miR-183, miR-96, and miR-182 are significantly enriched in the developing fovea (3.3-fold, 5.21-fold, and 5.11-fold, respectively). miR-183/-96/-182 are co-expressed together as a single primary transcript, are highly expressed in developing photoreceptors in mouse and zebrafish, and play essential roles in photoreceptor development and maintenance (Zhu et al., 2011; Xiang et al., 2017; Fogerty et al., 2019). 

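The 3 miRNAs of this cluster were higher in the temporal samples, and 2 passed the test. miR-182 had 806 ± 406 TPM in the temporal samples and 158 ± 91.2 TPM in the nasal samples (SD, n = 3), a 5.11-fold difference, and a log2 fold change of 1.78 (standard error 0.454, adjusted p = 0.0251) from limma. miR-96, which shares its seed with miR-182, had 59.0 ± 32.8 TPM in the temporal samples and 11.3 ± 7.51 TPM in the nasal samples (SD, n = 3), 5.21-fold, and a log2 fold change of 1.74 (standard error 0.504, adjusted p = 0.0363) from limma. miR-183-5p had 671 ± 339 TPM in the temporal samples and 203 ± 112 TPM in the nasal samples (SD, n = 3), 3.30-fold, but its log2 fold change of 1.14 (standard error 0.445, adjusted p = 0.0890) from limma did not pass, although it did adjusted over the list alone, as did the other two. As a set, the cluster did not pass fry, which tests whether members move one way and compares them with no other miRNAs (adjusted p = 0.124), although it did without temporal replicate 2 (0.0361). The call for miR-182 was lost without temporal replicate 1 (adjusted p = 0.115), temporal replicate 3 (0.0780) or nasal replicate 3 (0.0693), and that for miR-96 without temporal replicate 1 (0.155), temporal replicate 3 (0.114) or nasal replicate 3 (0.106), all from limma. The study named this cluster from these same samples, so the list is not independent evidence.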

Since the temporal region of the developing primate eye exhibits both a developmental acceleration and higher percentage of photoreceptors, it is not surprising that this family is expressed at greater levels in the temporal samples. Additionally, several other miRNAs are significantly enriched in the presumptive fovea compared to the nasal samples, including miR-369-3p (4.86-fold enrichment with a *p*-value of 2.45E-7), miR-15b-5p (3.85-fold enrichment with *p*-value of 5.6E-7), miR-30b-5p (3.96-fold enrichment with a *p*-value of 8.99E-6), miR-103-3p (2.69-fold enrichment with a *p*-value of 0.0009), and miR-93-5p (2.57-fold enrichment with a *p*-value of 0.0019). However, the expression levels of miR-369-3p are fairly low (Figure 2B). In contrast, miR-342-5p is significantly enriched in the nasal site (2.71-fold with a *p*-value of 1.96E-10).

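miR-15b-5p, a repressor of cell cycle genes, had 149 ± 12.5 TPM in the temporal samples and 38.7 ± 9.07 TPM in the nasal samples (SD, n = 3), 3.85-fold, and a log2 fold change of 1.39 (standard error 0.186, adjusted p = 0.00237) from limma. miR-30b-5p had 107 ± 6.08 TPM in the temporal samples and 27.0 ± 3.46 TPM in the nasal samples (SD, n = 3), 3.96-fold, with a log2 fold change of 1.40 (standard error 0.270, adjusted p = 0.00748). The most abundant of the group, miR-103-3p, whose hairpins sit in pantothenate kinase genes, had 5978 ± 635 TPM in the temporal samples and 2223 ± 764 TPM in the nasal samples (SD, n = 3), 2.69-fold, with a log2 fold change of 0.92 (standard error 0.177, adjusted p = 0.00748). miR-93-5p, from the miR-106b cluster, had 1259 ± 185 TPM in the temporal samples and 491 ± 111 TPM in the nasal samples (SD, n = 3), 2.57-fold, with a log2 fold change of 0.81 (standard error 0.145, adjusted p = 0.00634). For all 4, each temporal library lay above each nasal one, and adjusted p-values came from limma over 283 miRNAs. Their TPM folds exceeded the folds after rescaling, 2.63, 2.65, 1.89 and 1.76.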

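miR-369-3p, from the imprinted 14q32 cluster, had 11.3 ± 2.52 TPM in the temporal samples and 2.33 ± 0.577 TPM in the nasal samples (SD, n = 3). Among the miRNAs of this paragraph it was the lowest. At values this small the rounding to whole TPM matters, and the fold of 4.86 between mean TPM values was 2.70 on the rescaled log2(value + 1) scale (log2 fold change 1.43, standard error 0.191, adjusted p = 0.00237 from limma). Each temporal library lay above each nasal one.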

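miR-342-5p, from an intron of EVL, had 18.7 ± 3.21 TPM in the temporal samples and 50.7 ± 12.2 TPM in the nasal samples (SD, n = 3), 2.71-fold higher in the nasal samples. Its log2 fold change of -1.92 (standard error 0.224, adjusted p = 0.00168) from limma was the most negative of all called miRNAs, and it stayed called under every alternative run. The temporal libraries had 21.0, 20.0 and 15.0 TPM and the nasal libraries 48.0, 64.0 and 40.0 TPM.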

Interestingly, miRNAs belonging to the same families often show similar expression profiles: all members of the miR-17/-20/-93/-106/-519 family are enriched over 2-fold in the temporal samples, miR-15b and miR-16 are enriched 3.85-fold and 2.65-fold, respectively, and miR-130a/-130b/-454/-301 are also all expressed at higher levels in the temporal region of the eye (Supplementary Table 3). This suggests that these miRNA families are frequently regulated as a whole, perhaps at the primary transcript stage.

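The 6 tested miRNAs of the miR-17 seed family, which represses cell cycle inhibitors, were all higher in the temporal samples, with folds of mean TPM from 2.11 to 3.23. Of these, 5 passed limma over all miRNAs and 6 adjusted over the list alone. miR-17-5p had a log2 fold change of 0.92 (standard error 0.166, adjusted p = 0.00634), miR-20a-5p a log2 fold change of 1.11 (adjusted p = 0.00676) and miR-106b-5p of 1.10 (adjusted p = 0.00507). miR-20b-5p, at 0.60, did not pass (adjusted p = 0.0947), although it did without rescaling (0.0333). In the miR-15/16 family, which targets cyclins, 3 of 3 were higher, over all miRNAs and adjusted over the list alone. miR-16-5p had 208 ± 38.8 TPM in the temporal samples and 78.3 ± 12.5 TPM in the nasal samples (SD, n = 3), 2.65-fold, with a log2 fold change of 0.84 (standard error 0.241, adjusted p = 0.0360) from limma, a call lost without temporal replicate 1 (0.124), temporal replicate 2 (0.0718), nasal replicate 2 (0.0695) or nasal replicate 3 (0.112). In the miR-130/301/454 family, miR-454-3p had a 3.76-fold higher mean TPM and passed (log2 fold change 1.32, adjusted p = 0.00490 from limma), 1 of 4 members on either adjustment. miR-130a-3p and miR-130b-3p had log2 fold changes of 0.24 and 0.22, and miR-301b had -0.11, turning positive without rescaling (0.43) and after division by library totals (0.02). As sets, the miR-17 seed and miR-15/16 families each passed fry upward (adjusted p = 0.0106 for both), and the miR-130/301/454 family did not (0.245), though it did without rescaling (0.0173) and without nasal replicate 1 (0.0477). With the replicate numbers as a block, the miR-17 seed family had 0.100 and the miR-15/16 family 0.0530. Both families missed the threshold without nasal replicate 2 (0.0642 for both) or nasal replicate 3 (0.0544 for both). The study names these families from these same samples, so they are not independent evidence.

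**Figure D2:**
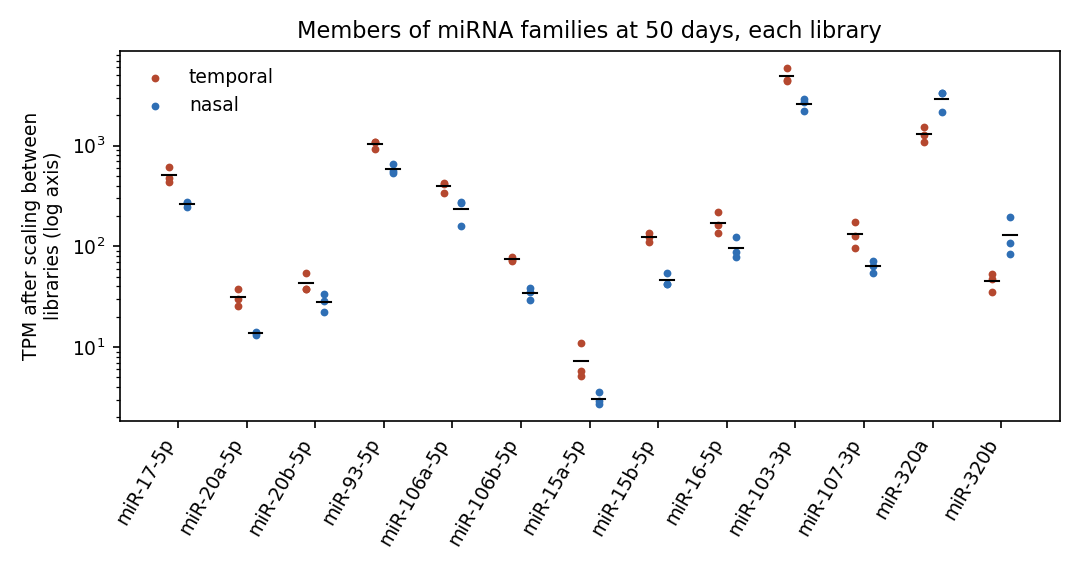
TPM after rescaling between libraries (vertical log axis) of the tested members of the miR-17 seed, miR-15/16, miR-103/miR-107 and miR-320 families (horizontal axis) at 50 days; each point is a library, 3 temporal and 3 nasal per miRNA, and each bar a mean. Temporal libraries lie above nasal ones for miR-15b-5p and miR-17-5p, and below them for miR-320a.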

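The 2 arms of a hairpin come from 1 primary transcript, so they were compared for the 62 hairpins with both arms tested. Arms were paired by miRNA name, without genomic positions. Where more than 1 gene gives the same miRNA, the paired arms need not share a transcript. In miR-342 the 5p arm was lower (log2 fold change -1.92) and the 3p arm higher (0.87) in the temporal samples, a difference of -2.78 (standard error 0.262, adjusted p = 4.5e-07 from limma on the difference within each library). In miR-106b, which lies in a cluster with miR-93, the 5p arm had 1.10 and the 3p arm -0.24. miR-382 of the 14q32 cluster had -0.59 for 5p and 0.94 for 3p. In 5 hairpins, miR-125a, miR-15b, miR-374b, miR-423 and miR-6529, both arms passed in 1 direction. The arm difference passed an adjusted p under 0.05 from limma in 32 of 62 hairpins, the 5p arm being relatively higher in the temporal samples in 18 and in the nasal samples in 14. With both arms at a mean of at least 20 TPM, 20 of 36 passed. It passed in 21 of 62 without temporal replicate 2 and in 25 without temporal replicate 1. Across hairpins, which are not independent of one another, the log2 fold changes of the arms had a Pearson correlation of 0.25. From the shared direction of family members, the paper proposes that these families are regulated as a whole, perhaps at the primary transcript.

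**Figure D3:**
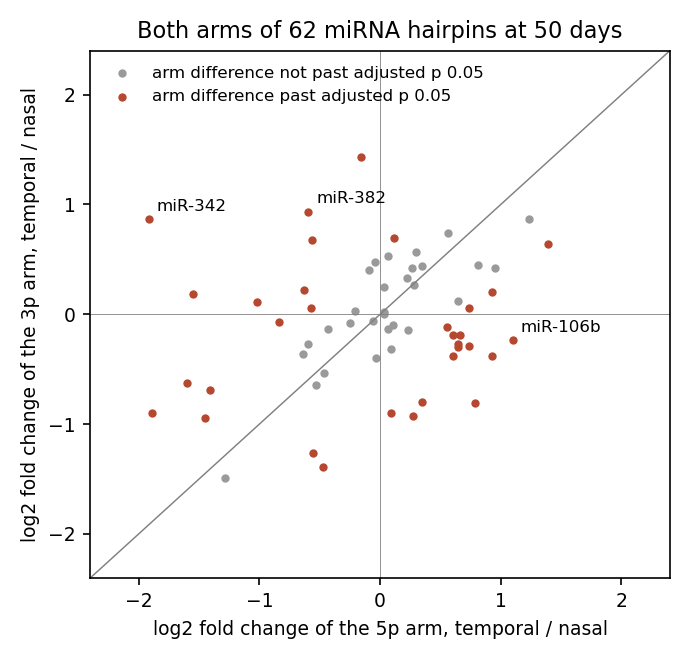
Log2 fold change, temporal over nasal, of the 5p arm (horizontal axis) and the 3p arm (vertical axis) of 62 hairpins at 50 days; each point is a hairpin, colored by whether its arm difference passed an adjusted p of 0.05. miR-342 lies far from the diagonal, at -1.92 and 0.87.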

Previous studies have indicated that miRNAs coordinately regulate protein levels and thus, miRNAs that target the same complexes are often co-expressed (Sass et al., 2011). We have used MIENTURNET [MicroRNA ENrichment TURned NETwork, (Licursi et al., 2019)] to gain insight into the possible miRNA networks in the different regions of the primate retina (Supplementary Figure 2). The network analyses of some of the highest expressed miRNAs for each region suggest possible differences in cell cycle regulation as several cell cycle genes including CCND1, CDKN1A, TP53, and CCNE1 are potentially regulated by differentially expressed miRNAs (Supplementary Tables 4, 5). Similarly, FOXG1 is potentially targeted by miR-30b-5p and miR-103-3p while NFIA and NFIB, two transcription factors involved in fate specification in the retina (Clark et al., 2019), are potentially targeted by miR-30b-5p, miR-103-3p, and miR-93 (Supplementary Figure 2 and Supplementary Table 5). Additionally, several genes involved in the NOTCH (DLL1), WNT (WNT3A, AXIN2), FGF (FGF4, FGF18), and RA (RORB, RORA) pathways are also targeted by the temporal miRNA network.

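The cell cycle genes CDKN1A, CCNE1 and CCND1 differed little in mRNA between regions at 50 days. The authors' mean of CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, was 15.2 CPM temporal, 1.27-fold the nasal value. Cyclin E1 (CCNE1), which starts S phase, had 11.7 CPM temporal and 13.3 CPM nasal. CCND1 had 260.4 CPM temporal and 304 CPM nasal, 1.17-fold higher on the nasal side. The 14 target genes named with the networks had a median log2 ratio of -0.10 over the 10 with at least 1 CPM, at a percentile of 19.4, and 0 of them were 2-fold different. Target predictions were not recomputed here, and a mean per region gives no spread.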

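The factors NFIA and NFIB, which act in late progenitors and glia, were close to equal between regions at 50 days. The authors' mean of NFIA was 33.5 CPM temporal and 37.9 CPM nasal and that of NFIB 59.9 CPM temporal and 52.8 CPM nasal, log2 ratios of -0.17 and 0.18. Their proposed regulators miR-30b-5p, miR-103-3p and miR-93-5p were each higher in the temporal samples.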

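Among the pathway genes, RORB, an orphan nuclear receptor that directs photoreceptor fate, had an authors' mean of 746 CPM temporal and 665 CPM nasal at 50 days, and its relative RORA had 38.4 CPM temporal and 39.6 CPM nasal. The Notch ligand DLL1 had 13.8 CPM temporal and 15.5 CPM nasal, and AXIN2, a feedback inhibitor of WNT signaling, had 26.8 CPM temporal and 28.8 CPM nasal. The ligands were scarce at this age: FGF18 had 0.103 CPM temporal and 0.195 CPM nasal, WNT3A was listed at 0 temporal and 0.0367 CPM nasal, and FGF4 was listed at 0 on both sides. The wider list of WNT genes had a median log2 ratio of -0.18 at this age, led on the nasal side by the receptors FZD5 and FZD8. No spread can be given for these means.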

Notably, our analyses also reveal several miRNAs that were not previously annotated in the *Macaca mulatta* database but known in other species (Figure 3A) as well as putative novel miRNAs (Figure 3B), based on counts and putative secondary precursor hairpin structures identified using the miRPara software (Wu et al., 2011).

**FIGURE 3:**
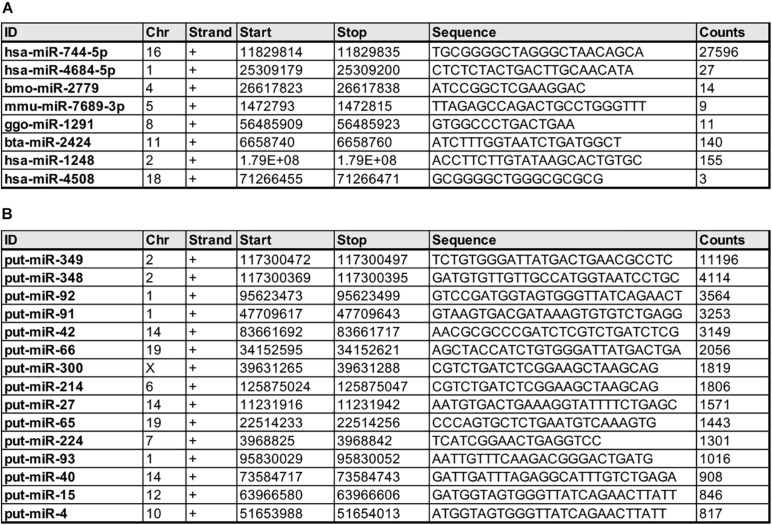
Novel *Macaca mulatta* miRNAs at 50 days gestational age. **(A)** miRNAs previously discovered in other species but unknown to be expressed in *Macaca mulatta* prior to this study. **(B)** Putative novel miRNAs based on counts and secondary precursor hairpin structure.

### miRNA Expression in the Developing Mouse Retina

The miRNAs identified in our screening could be differentially expressed in the developing fovea for various reasons; for example, since the fovea is developmentally accelerated, temporally-regulated miRNAs are expected to increase first in the temporal side of the retina. Similarly, miRNAs enriched in cell populations found in higher percentages in the fovea (e.g., cones) could also exhibit higher expression levels in the temporal samples. Finally, the progenitors of the fovea could possess unique properties and miRNA signatures.

Since miRNA-seq technologies do not offer cellular resolution, and given the scarcity of primate samples, we first attempted to validate the developmental expression and cellular resolution of the top miRNA candidates using mouse tissue at three different time points: embryonic day 13.5 (E13.5), E16.5, and postnatal day 3 (P3) by *in situ* hybridization (ISH) (Figure 4). All the miRNAs tested show some level of expression in the murine samples and, in all cases, the expression detected was above the labeling threshold in negative controls (scrambled probe, Figures 4S–U). miR-15b, miR-30b, and miR-103-3p are up-regulated over the time points analyzed and show the highest levels of expression at P3 (Figures 4A–F,J–L). Interestingly, miR-15b exhibits a clear center-to-periphery pattern and it is first detected in the central retina at E13.5 (black arrows, Figure 4A and Supplementary Figure 3). By E16.5, most of the retina expresses miR-15b, but we found lower levels of expression in the peripheral tips (Figure 4B, white arrows) and the whole retina expresses high levels of miR-15b by P3. miR-30b is expressed throughout the thickness of the retina at P3 but we observed a moderate enrichment in the ganglion cell layer (GCL) and the basal part of the inner nuclear layer, suggesting higher expression in amacrine cells and possibly RGCs (Figure 4F and Supplementary 3). Interestingly, miR-93 expression is missing from the apical side of the retina at P3, suggesting that this miRNA may be expressed at lower levels in developing murine photoreceptors (Figure 4I and Supplementary 3). Finally, miR-342-5p shows higher expression levels in the peripheral retina from E16.5 onward (Figure 4N and Supplementary Figure 3), and this pattern of expression is maintained by P3 (Figure 4O, black arrows). In contrast, positive control experiments (U6 probe, Figures 4P–R) show neither regional differences nor changes in expression coordinated with the stage of development.

**FIGURE 4:**
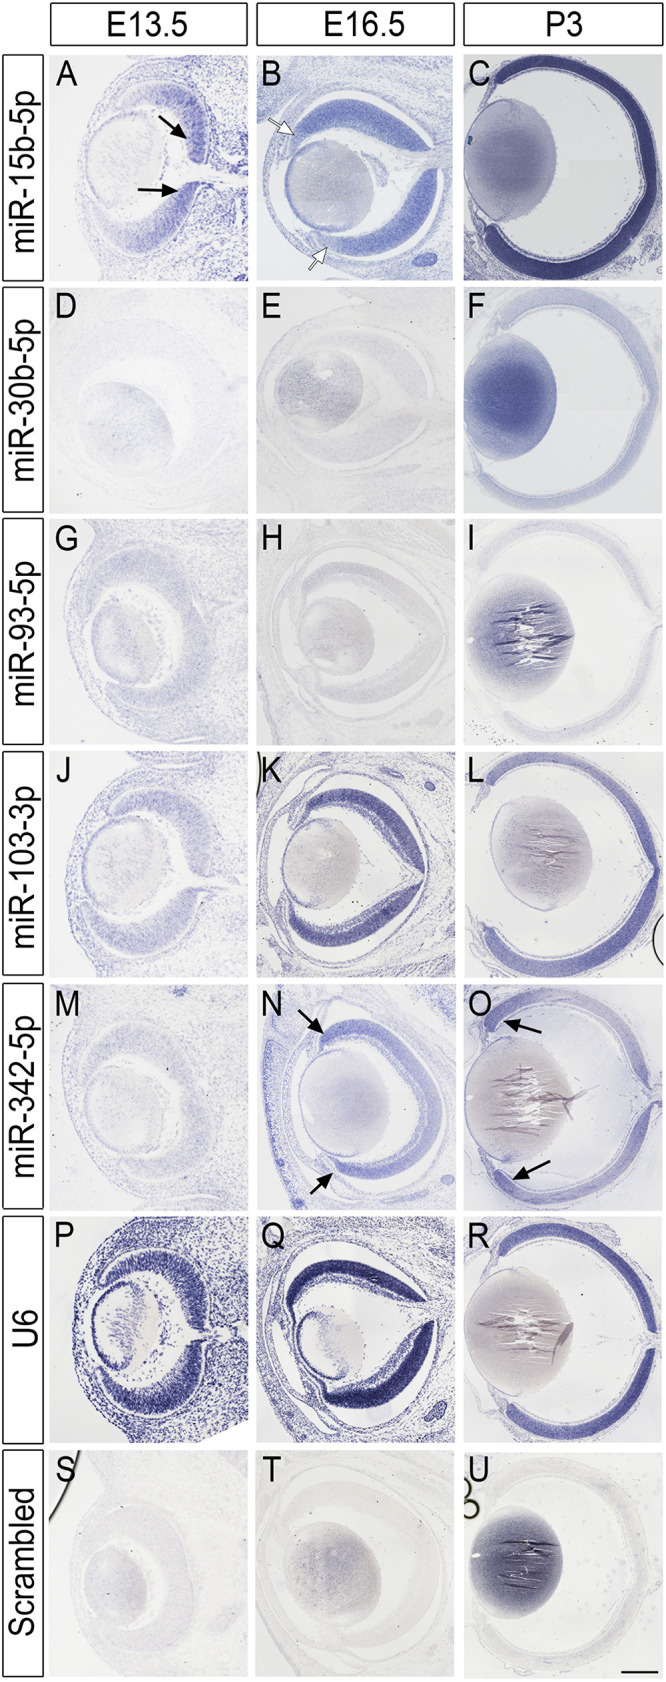
miRNA *in situ* hybridization in the mouse retina. **(A–U)** miRNA expression in the murine retina at E13.5, E16.5, and P3. Rows are labeled with the miRNA probe used, including U6 positive control and scrambled negative control. Each column shows a different developmental time point. Black arrows indicate increased expression in central **(A)** or peripheral **(N,O)** retina regions. White arrows indicate lower expression **(B)**. Scale bars: 40 microns for panels **(A,D,G,J,M,P,S)** (first column), 100 microns for panels **(B,E,H,K,N,Q,T)** (second column), and 500 microns in panels **(C,F,I,L,O,R,U)** (last column).

### Expression in the Developing Human Retina

The experiments using murine samples indicate that several of the miRNAs identified in our miRNA-seq screening are developmentally regulated and that miR-15b and miR-342-5p also show compartmentalized expression with central-to-peripheral differences. To further assess whether these expression patterns are conserved in primates and relevant to human biology, we used human fetal retina tissue to test miRNA expression of our top candidates (Figure 5 and Supplementary Figure 6). Since the rhesus samples were obtained at 50 days gestational age (30% gestation), we collected human fetal samples at gestational ages estimated to be between 77–83 gestational days (28–31% of gestation, Supplementary Figure 4). In order to obtain additional data on the developmental stage of the samples assessed, we performed immunohistochemistry using known markers and Hematoxylin and Eosin staining (Supplementary Figure 5). At the stage analyzed, there are PCNA+ retinal progenitors in all the quadrants of the retina, but the thickness of the neuroblastic layer where the retinal progenitors reside is thinner on the temporal side (NbL, Supplementary Figures 5A–C′). Similarly, we detected fewer PH3+ mitotic cells on the temporal site of the retina compared to the nasal side (arrows, Supplementary Figures 5B–C′,F), indicating that more progenitors have already exited the cell cycle in this region. Correspondingly, we also detected increased numbers of OTX2+ photoreceptors on the temporal side of the eye (Supplementary Figures 5D–G′).

**FIGURE 5:**
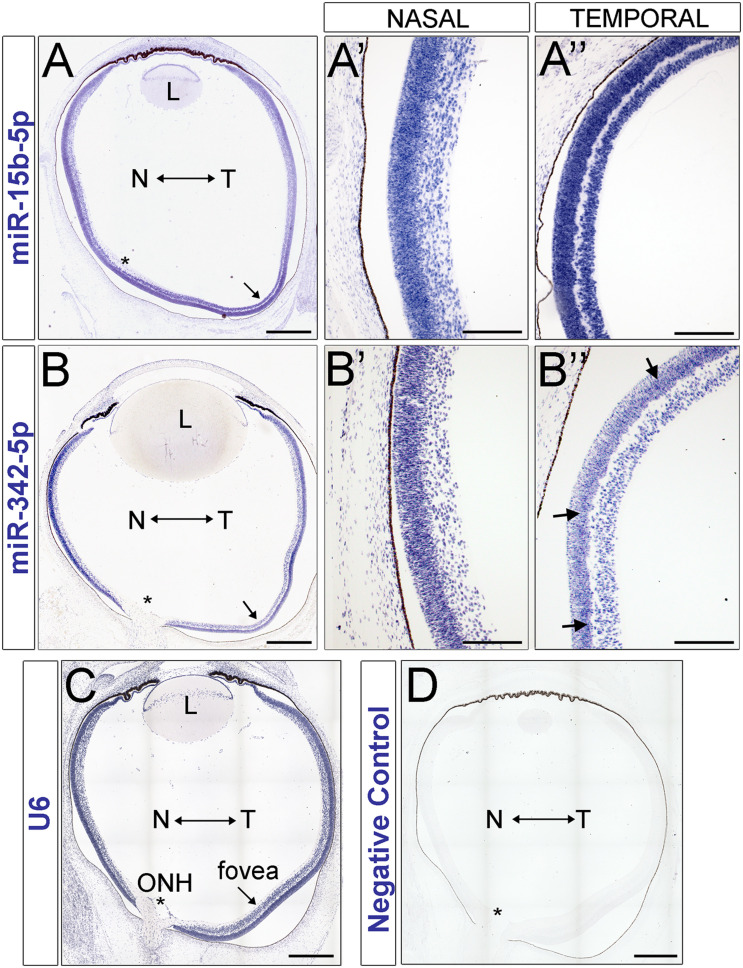
miRNA *in situ* hybridization in the human retina. **(A–D)** miRNA expression in the human fetal retina at 70–82 days gestation. miR-15b **(A–A″)** and miR-342-5p **(B–B″)** expression in the developing human retina. **(A,B)** tiled montage of the whole eye. **(A′,B′)** inset of nasal retina. **(A″,B″)** inset of temporal retina at the presumptive fovea. **(C)** U6 positive control. **(D)** ISH negative control. L, Lens; N, Nasal; T, Temporal; ONH, Optic Nerve Head. Asterisks indicate the location of the optic nerve head and the arrows indicate the presumptive foveal region. Scale bars: 500 microns in A, B, C and D, 200 microns in panels **(A′,A″,B′,B″)**.

Remarkably, miR-15b is expressed at higher levels in the temporal side of the optic nerve head (Figures 5A–A″) and miR-342-5p shows higher labeling signals in the nasal side of the eye (Figures 5B–B″) as predicted by our miRNA-seq analyses (Figures 2B,C). Both miRNAs display stronger signal in the neuroblast layer compared to other regions of the retina, including the GCL and the most apical side of the retina where the developing photoreceptors reside (arrows in Figure 5B″ and Supplementary Figure 7). In contrast, we did not detect significant miR-93 or miR-30b differences between the temporal and nasal retina (Supplementary Figure 6). As shown previously, our U6 positive control is ubiquitously expressed (Figure 5C) and our negative controls (Figure 5D) show very low levels of non-specific labeling.

## Discussion

Our most advanced visual abilities such as reading and recognizing faces are dependent on the highly-specialized structure of the fovea. Unfortunately, the current understanding of retinal development is primarily based on mouse studies. Since the mouse retina does not contain a fovea and the rod-to-cone ratio in rodents resembles the most eccentric regions of the human retina, the molecular events that lead to the formation of the macula and the cone-dominated fovea remain largely unknown.

Previous studies have shown that the primate retina develops over many months and, in fact, the human fovea is not fully developed until 4 years of age (Hendrickson et al., 2012). Histological data using human and non-human primate samples has revealed that retinal development takes place in a dramatically compartmentalized manner such that two regions separated by a few millimeters may be at vastly different ontogenic stages (Yuodelis and Hendrickson, 1986; Xiao and Hendrickson, 2000; Hendrickson et al., 2008; Hendrickson, 2016). Moreover, primate retinal development does not progress in a central-to-peripheral gradient similar to mice but advances in a fovea-to-periphery manner. Consistent with this species-specific difference in patterning, the expression of S-Opsin and L/M-Opsin is first detected in the fovea (Cornish et al., 2004a,b). Recently, the first transcriptional profiling datasets of the developing human retina have been published using both human fetal tissue and stem cell organoids (Hoshino et al., 2017; Lu et al., 2020; Sridhar et al., 2020). However, obtaining human tissue at very early or late stages of development is challenging and these resources are subject to ethical and political issues (Ledford, 2017). In contrast, non-human primate models offer a unique opportunity to decipher some of the molecular mechanisms that dictate foveal development. The genus *Macaca*, probably the most extensively used non-human primate model (Roska and Sahel, 2018; Picaud et al., 2019), shares with humans susceptibility genes for AMD (Francis et al., 2008; Pahl et al., 2012; Yiu et al., 2017) and for other photoreceptor pathologies such as achromatopsia (Moshiri et al., 2019). Consequently, a comprehensive characterization of the specific mechanisms that regulate rhesus retinal development could facilitate the study of the pathophysiological events that lead to these diseases and enable the development of clinical approaches aimed at vision restoration.

Here, we provide the first spatio-temporal transcriptional datasets of the developing rhesus monkey retina obtained from temporal and nasal regions at three different gestational time points spanning all trimesters. The current study has limitations, including a modest sample size at some developmental time-points. Additionally, the incomplete annotation of the *Macaca mulatta* genome poses some challenges as the assembly contains many gaps, sequencing errors and misassembled scaffolds (Zhang et al., 2012; Norgren, 2013).

By analyzing the expression of cell-specific markers, our data offers insights into the timing of retinal histogenesis and indicates that by 50 days gestational age, the temporal side of the retina is already more developmentally advanced when compared to the nasal side (Figure 1). A model developed by Finlay (Finlay and Darlington, 1995), Clancy (Clancy et al., 2001), and Workman (Workman et al., 2013) and available at translatingtime.org explores the idea that timing of many neurodevelopmental events—such as the timing of retinal neurogenesis—is highly conserved among species and thus, can be predicted with high accuracy taking into account the growth rates for the different species. According to this model (Supplementary Figure 4), by 50 days gestational age (end of the first trimester), the rhesus monkey retina is at the peak of cone genesis and approximately at the onset of bipolar cell genesis. Assuming that neurogenesis for all the different cell types begins at the foveal region, these predictions appropriately fit our RNA-seq data. Indeed, by 50 days, we detect higher temporal expression of several bipolar genes, including GSG1 and TMEM215 (Figure 1D), two genes identified by the Brzezinski group as cone bipolar markers (Park et al., 2017). Our data also indicate that the maturation of photoreceptor cells follows a fovea-to-periphery gradient (Figure 1C), in agreement with histological evidence (Hendrickson and Zhang, 2019). Importantly, we also distinguish other genes differentially expressed in the presumptive developing fovea (Figure 1F), including genes previously identified in the human macula and in the avian high-acuity area as well as novel genes, such as the gene encoding for the calcium-binding binding protein Calsequestrin-2 and SPARCL1/Hevin. Future studies will shed light on the role of these genes in retinal development.

It has been proposed that the accelerated developmental timing of the fovea may be partially responsible for its unique cellular composition. During the sequence of retinal cell specification, cones are generated earlier than rods and thus, precocious cell cycle exit from the retinal precursor pool would result in increased representation of early cell types (e.g., cones). Comparison between diurnal (foveated) and nocturnal (afoveated) New World primates suggested that alterations in cell cycle kinetics could explain some of the differences between these models, including the higher production of cones in foveated species (Dyer et al., 2009). However, molecules associated with rod photoreceptor differentiation such as NRL and NR2E3 are never detected in the foveal region while other late cell types (e.g., bipolar cells and Müller glia) are present in the presumptive fovea before the cell movements that lead to pit formation (Yanni et al., 2012; Hoshino et al., 2017). Thus, it is feasible that the progenitors of the fovea possess unique characteristics that result in the stark difference in cell composition.

Prior studies have revealed that miRNAs are key regulators of the temporal changes that allow progenitors to produce different cell populations as development proceeds (Georgi and Reh, 2010; La Torre et al., 2013; Wohl et al., 2019). Similarly, we have also shown that miRNAs coordinate cell cycle kinetics (Fairchild et al., 2019). Given that the fovea exhibits both different cell composition and perhaps different cell cycle dynamics, we have characterized the miRNome of the early developing primate retina with the goal to pinpoint miRNAs differentially expressed in the progenitors of the fovea. We identified several miRNAs with different temporal and nasal expression levels. Among these, miRNA-183/96/182, a miRNA cluster highly expressed in photoreceptors and vital in maintaining cone photoreceptor outer segments (Busskamp et al., 2014; Zuzic et al., 2019) is significantly enriched in the temporal samples. Similarly, other miRNAs including miR-15b and miR-342-5p also showed significant differences in our datasets and we utilized ISH to further validate these differences using mouse and human fetal samples. According to our assessment, the human samples used in this study are in a developmental stage comparable to the rhesus monkey samples we used for the miRNA-seq (Supplementary Figure 4). Remarkably, miR-15b showed higher labeling in the temporal retina while miR-342-5p exhibited lower expression in the temporal side of the retina. Past studies in different models and contexts have revealed that miR-15b plays roles in cell cycle regulation and survival (Cimmino et al., 2005) while miR-342–5p acts downstream of Notch to regulate neural stem cell fate choices (Gao et al., 2017). This raises the possibility that one or both of these miRNAs may contribute to the molecular events that lead to the development of the central primate retina. Future studies aimed at the identification of the miRNA-mediated networks in conjunction with the existing human and primate expression datasets may shed light on the regulatory events that orchestrate the cytoarchitecture of the primate fovea.

## Materials and Methods

### Experimental Models and Subject Details

#### Rhesus Monkeys

All animal procedures conformed to the requirements of the Animal Welfare Act and protocols were approved prior to implementation by the Institutional Animal Care and Use Committee (IACUC) at the University of California at Davis. Normal, healthy adult female rhesus monkeys (*Macaca mulatta*) were bred and identified as pregnant using established methods (Tarantal, 2005). Pregnancy in the rhesus monkey is divided into trimesters by 55-day increments, with 0–55 days representing the first trimester, 56–110 days representing the second trimester, and 111–165 days gestational age the third trimester (term 165 ± 10 days). Normal embryonic/fetal growth and development were confirmed by ultrasound across gestation and until tissue collection (Tarantal, 2005). Dams were scheduled for hysterotomy (e.g., approximately 50, 90, or 150 days gestational age) for fetal tissue collection. Dams were returned to the breeding colony post-hysterotomy.

The fetal eyes were collected in cold PBS and the retinas were immediately dissected. With the cornea facing up, we made a small puncture in the center of the cornea with an 18 gauge needle. Using spring scissors (10 mm tip), we slowly cut the cornea from the puncture toward the corneo-scleral junction. We successively rotated the eye 90° and made three more cuts and we gently removed the lens. Then, using one of the cuts, we carefully inserted the lower blade of the scissors between the sclera/RPE and the retina and we cut all the way to the optic nerve head being careful not to damage the retina. We repeated using the other cuts at the corneo-scleral divide. Next, the sclera, RPE, and choroid were carefully removed with fine forceps (World Precision Instruments, Dumont tweezers 0.05 mm × 0.01 mm tips) to dissect the retina away from the rest of the tissues. We performed two cuts in the dorsal and ventral part of the retina to open its cup shape and the temporal and nasal samples were obtained using 2.5 mm biopsy punches (World Precision Instruments) at equidistant regions about 0.5 mm from the ONH. As the total size of the retina changes during development, the percentage of retina captured at the different stages varied in the different samples. At 50 days gestational age, the biopsy captured more than half of the retina from the ONH to the ora serrata, thus extending beyond the foveal anlage.

#### Mice

Pregnant CD-1 IGS females were obtained from Charles River and housed until embryos or neonates were at the proper developmental stage for dissection and fixation. All animals were used with approval from the University of California Davis IACUC. Dams were euthanized and embryos were dissected and fixed for ISH as described below.

#### Human Fetal Samples

Eyes (*n* = 6) were obtained from discarded de-identified human fetal tissue with permission of the University of California, Davis Institutional Review Board. The age for the human specimens was estimated by clinic intakes.

### RNA and miRNA Sequencing

#### Library Preparation and Next Generation Sequencing

Upon dissection, all the tissues were preserved in RNAlater (Thermo Fisher) at −80°C. Then, total RNA was obtained from all the samples using the Total RNA Purification plus micro kit (Cat #48500, Norgen), and we used an Agilent Bioanalyzer 2100 to evaluate the quality of the RNA obtained.

The sequencing experiments were conducted by Exiqon (Denmark). The library preparation was performed using Illumina TruSeq^®^ Stranded Total RNA (with Ribo-Zero Gold) preparation kit.

The starting material (1,000 ng) of total RNA was depleted of rRNAs using ribo-zero gold (to remove both cytoplasmic and mitochondrial rRNA) magnetic bead-based capture-probe system (Illumina Inc.). The remaining RNA (including mRNAs, lincRNAs and other RNA species) was subsequently purified (RNAcleanXP) and fragmented using enzymatic fragmentation. Then, first strand synthesis and second strand synthesis were performed, and the double stranded cDNA was purified (AMPure XP). The cDNA was end repaired, 3′ adenylated and Illumina sequencing adaptors ligated onto the fragments ends, and the library was purified (AMPure XP). The stranded libraries were amplified with PCR and purified (AMPure XP). The libraries size distribution was validated and quality inspected on a Bioanalyzer (high sensitivity DNA chip). High quality libraries were quantified using qPCR, the concentration normalized, and the samples pooled. The library pool(s) were re-quantified with qPCR and optimal concentration of the library pool used to generate the clusters on the surface of a flowcell before sequencing on a Nextseq500/High Output sequencing kit (51 cycles according to the manufacturer instructions (Illumina Inc.) using 50-bp single-end reads and 30 million reads.

### Sequence Analyses

Our data analysis pipeline is based on the Tuxedo software package, including Bowtie2 (v. 2.2.2), Tophat (v2.0.11), and Cufflinks (v2.2.1). CummeRbund was used for post-processing Cufflinks and Cuffdiff results. The heatmap.2 function contained within the ggplot2 R package was used to produce all heat maps. Transcriptomic heat maps were produced by selecting genes that represent specific retinal cell types based on established literature using normalized CPM values.

#### miRNA-Sequencing: Library Preparation and Next Generation Sequencing

For miRNA-sequencing, we used the same samples that were used for RNA-seq. A total of 500 ng of total RNA was converted into microRNA NGS libraries using NEBNEXT library generation kit (New England Biolabs Inc.) according to the manufacturer’s instructions. Each individual RNA sample had adaptors ligated to its 3′ and 5′ ends and converted into cDNA. Then the cDNA was pre-amplified with specific primers containing sample specific indexes. After 18 PCR cycles the libraries were purified on QiaQuick columns and the insert efficiency evaluated by a Bioanalyzer 2100 instrument on high sensitivity DNA chip (Agilent Inc.). The microRNA cDNA libraries were size fractionated on a LabChip XT (Caliper Inc.) and a band representing adaptors and 15–40 bp insert excised using the manufacturer’s instructions. Samples were then quantified using qPCR and concentration standards. Based on quality of the inserts and the concentration measurements the libraries were pooled in equimolar concentrations (libraries to be pooled are of the same concentration). The library pool(s) were finally quantified again with qPCR and optimal concentration of the library pool used to generate the clusters on the surface of a flowcell before sequencing using v2 sequencing methodology according to the manufacturer instructions (Illumina Inc.). Samples were sequenced on the Illumina NextSeq 500 system.

#### Analyses of RNA-seq and miRNA-seq Data

Following sequencing, intensity correction and base calling (into BCL files), FASTQ files were generated using the appropriate bcl2fastq software (Illumina Inc.) which includes quality scoring of each individual base in a read. We found that the vast majority of the data has a Q score greater than 30 (>99.9% correct), indicating that high quality data was obtained for all samples.

Principal Component Analysis was performed on miRNA samples using the base R function. To produce the hierarchically clustered heat map, the miRNA-seq data were initially filtered by removing any miRNAs that had a False Discovery Rate (FDR) of greater than 0.001 to improve readability of the heat map. All miRNAs with an FDR of < 0.001 were then hierarchically clustered using the built-in hierarchical clustering algorithm in the heatmap.2 function. The color-key for each heat map was created using predetermined break points to bin the TMM value into colors for each marker. The volcano plot was also obtained using the base R volcano plot function.

### *In situ* Hybridization

All samples were collected and quickly fixed in a modified Carnoy’s fixative overnight at 4°C. For the mouse embryonic samples, we fixed whole heads while postnatal day 3 and human fetal samples were fixed as whole eyes. A small hole was made with an 18 gauge needle at the corneal limbus to facilitate the fixation. After fixation, samples were dehydrated and embedded in paraffin as described elsewhere (Fairchild et al., 2018). Horizontal sections of whole embryo heads (mouse E13.5 and E16.5) and sagittal sections of whole eyes (mouse P3 and human 77–83 days) were prepared at 5 μm, collected onto SuperFrost slides, and air dried overnight at room temperature. Paraffin wax-embedded sections were baked for 45 min at 60°C, deparaffinized using xylene, rehydrated with ethanol (stepwise) and PBS, and treated with Proteinase K for 10 min at 37°C. A double digoxigenin (DIG)-labeled locked nucleic acid (LNA) ISH probe (miRCURY LNA Detection probe) was purchased from Exiqon/Qiagen. ISH was performed using the miRCURY LNA microRNA Detection FFPE microRNA ISH Optimization Kit 4 (Exiqon), which includes hybridization buffers and control probes (LNA scramble microRNA and LNA U6 snRNA control probe), according to manufacturer’s protocol. The following LNA miRNA probes were used for ISH: miR-15b-5p (Qiagen, Cat#YD00611174-BEG, 1:500), miR-30b-5p (YD00610927-BCG, miR-30b, 1:500), miR-93-5p (Qiagen, Cat#YD00611038, miR-93-5b, 1:300), miR-103-3p (Qiagen Cat#YD00612004, 1:500), miR-342-5p (Qiagen, Cat#YD00611489, 1:625), U6 (Qiagen, Cat#YD00699002-BEG, 1:500), scrambled (Qiagen Cat#YD00699004, 1:300). LNA probes were hybridized for 1 h at 55°C and rinsed with SSC buffer (stepwise from 5× to 0.2×). Sections were blocked in 2% sheep serum/1% bovine serum albumin/PBS-0.01% Tween for 30 min at room temperature. Detection was performed using an alkaline phosphatase conjugated anti-DIG secondary antibody (Roche) in 1% sheep serum/1% bovine serum albumin/PBS-0.05% Tween for 1 h at room temperature. Following rinsing in PBS-0.1% Tween, sections were incubated in developing solution of sodium chloride 0.1 M/tris pH 9.5 0.1M/magnesium chloride 10 mM/0.1% Tween-20 and NBT (nitroblue tetrazolium)/BCIP (5-bromo-4-chloro-3-indolyl phosphate) stock solution (Roche). After the reactions were deemed complete (1–4 days), sections were fixed with 4% paraformaldehyde and mounted for microscopy using Fluoromount-G (Southern Biotech).

### Immunofluorescence

Sections were prepared as described previously (Fairchild et al., 2018; Leger et al., 2019). Sections were then deparaffinized using xylene, rehydrated with ethanol (stepwise), rinsed with PBS-0.3% Triton X-100, and antigen retrieval was performed by treating the slides with 0.1 M sodium citrate. All sections were then blocked in 10% normal donkey serum/PBS-0.1% Triton X-100 in PBS for 1 h at room temperature and incubated in primary antibody in blocking solution overnight at 4°C. The following antibodies were used for immunofluorescence: goat anti-OTX2 (R&D Systems Cat#BAF1979), 1:500; rabbit anti-RBPMS (Phosphosolutions Cat#1832-RBPMS, 1:400, and anti-PCNA (Abcam Cat#ab18197, 1:500), and anti-PH3 (Thermo Fisher Cat#PA5-17869, 1:300). After primary antibody incubation, sections were rinsed in PBS and incubated with appropriate Alexa Fluor-conjugated secondary antibodies (Invitrogen, 1:300) in blocking solution for 1 h at 4°C. Cell nuclei were counterstained with DAPI. The sections were rinsed with PBS and mounted for microscopy using a Fluoromount-G (Southern Biotech).

### Hematoxylin and Eosin Staining

Samples were prepared as described previously (Fischer et al., 2008). Next, sections were deparaffinized using xylene, rehydrated with ethanol (stepwise) and water, and stained with hematoxylin and eosin, and dehydrated with ethanol (stepwise). The sections were then rinsed in xylene and mounted for microscopy using a Fluoromount-G (Southern Biotech).

### Microscopy

*In situ* hybridization were imaged using an Axio Imager M2 with ApoTome2 microscope system (Zeiss) using tile scan options (ZEN imaging software), and immunolabeling experiments were documented using a Fluoview FV3000 confocal microscope (Olympus). Images were processed using Fiji (ImageJ software), and figures were prepared in Adobe Photoshop 2000.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus, accession no: GSE168475

## Ethics Statement

The studies involving human participants were reviewed and approved by University of California Davis Institutional Review Board, University of California, Davis. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. The animal study was reviewed and approved by Institutional Animal Care and Use Committee; University of California, Davis.

## Author Contributions

EF, ML, AMi, SC, JW, and NS conducted experiments and/or analyses. AMo conducted sample collection, contributed to the study design, and revised the manuscript. AFT identified, selected, and monitored the pregnancies sonographically, and collected the specimens for analysis, contributed to the study design, and revised the manuscript. SS and ALT supervised and designed the study, conducted experiments, and wrote the manuscript. All authors contributed to the manuscript and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 (related to Figure 1). **(A,B)** Heatmaps showing expression of cell-specific markers during *Macaca mulatta* retinal development. Comparisons between Temporal (T) and Nasal (N) data is shown at 50, 90, and 150 days gestational age. Expression of genes involved in panel **(A)** cell cycle and **(B)** Notch signaling pathway. All the data is expressed as CPMs.

Supplementary Figure 2 (related to Figure 2). MiENTURNET network analysis of differentially expressed miRNAs. **(A)** mRNA-miRNAs network of miRNAs enriched in the temporal samples **(B)** mRNA-miRNAs network of miRNAs enriched in the nasal samples. miRNAs are indicated as blue dots, while target genes are yellow dots. Relevant targets genes are indicated.

Supplementary Figure 3 (related to Figure 4). Close-ups of miRNA *in situ* hybridization in the mouse retina. Black arrows indicate regions with higher expression level while white arrows indicate areas that display lower levels of expression. Scale bar: 100 microns for the top panel (miR-15b-5p) and 200 microns for the other panels.

Supplementary Figure 4 Comparison between developmental timing in mouse, rhesus monkey, and human. The timing of key events during retinal histogenesis has been calculated using a prediction model previously published (translatingtime.org).

Supplementary Figure 5 (related to Figure 5). Hematoxylin and Eosin (H&E) staining and immunohistochemistry of human fetal retinas. **(A–A″)** H&E staining of human fetal retina at 77 days of gestation (H&E) staining. **(B–C′)** Immunohistochemistry using PH3 [green, white arrows in panels **(B,C)**], PCNA (red), RBPMS (gray) antibodies and counterstained with DAPI. **(D–E′)** OTX2 staining (green). The samples were also counterstained with DAPI (blue). **(F–G)** Quantification of the number of PH3+ **(F)** and OTX2+ cells **(G)** per 250 μm of retina in the temporal and nasal regions of the retina. L, lens; N, Nasal; T, Temporal; ON, optic nerve; NbL, neuroblastic layer; GCL, Ganglion cell layer; ^∗^ indicates the localization of the optic nerve head. Scale bars: 500 microns in panel **(A)**, 200 microns in panels **(A′–E″)**. Error bars indicate standard deviation.

Supplementary Figure 6 (related to Figure 5). miRNA *in situ* hybridization in the human retina. **(A–D)** miRNA expression in the human fetal retina at 70–82 days gestation. miR-93 **(A–A″)** and miR-30b **(B–B″)** expression in the developing human retina. **(A′,B′)** Inset pictures of the nasal retina. **(A″,B″)** Inset pictures of the temporal retina at the foveal anlage. Scale bars: 500 microns in panels **(A,B)**, and 200 microns in panels **(A′, A″, B′,B″)**.

Supplementary Figure 7 (related to Figure 5). Close-ups of miRNA *in situ* hybridization in the human fetal retina. miR-15b expression in the human fetal retina at 95 days gestation. miR-15b is enriched in the temporal progenitors (black arrows). Immunolabeling experiments using OTX2 (blue), PAX6 (green) and PCNA (red) using consecutive sections. Scale bar: 50 microns.

Supplementary Table 1 (related to Figure 1). mRNA-sequencing results of *Macaca mulatta* retinas.

Supplementary Table 2 (related to Figure 2). miRNA-sequencing results of *Macaca mulatta* retinas

Supplementary Table 3 (related to Supplementary Figure 2). MIRTURNET target enrichment for the temporal network.

Supplementary Table 4 (related to Supplementary Figure 2). MIRTURNET target enrichment for the nasal network.

How the deposited data were processed for this re-analysis (not part of the article)

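Retinal punches of rhesus monkey fetuses were compared between the temporal side, which holds the presumptive fovea, and the nasal side, at 50, 90 and 150 days for mRNA and at 50 days for miRNA. The samples numbered 3 per region at 50 days and 1 per region at each later age, and groups were taken from the sample labels and the paper. The labels number the samples of a region at 50 days without tying the numbers to animals.

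For mRNA, the authors depleted ribosomal RNA according to the paper, although the sample labels name polyA RNA as the molecule. They sequenced 50 bp single-end reads at 50 days and paired-end reads later, aligned them with Bowtie2 2.2.2 and Tophat 2.0.11 and used Cufflinks 2.2.1, with Cuffdiff and CummeRbund, and Ensembl annotation release 75; the sample labels name edgeR, and the program that counted reads per gene is not given in the sources used here. The deposited mRNA values at 90 and 150 days are CPM. At 50 days the deposited values are the authors' mean signal per region on the CPM scale, which sums to 1.06e+06 (temporal) and 1.02e+06 (nasal) over all genes. For miRNA, the authors mapped reads to miRBase release 20 and deposited TPM rounded to whole numbers, so each library's values were treated as a score, along with average TPM per region. The same deposited table gives log2 fold changes, a p-value and an adjusted p-value per miRNA from the authors' edgeR comparison, which the submitters' processing notes name. The aligner and genome build for miRNA are not given in the sources used here.

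Whole reads were recovered from the CPM steps in 100% of values within 0.01 reads, giving 17429349 to 19851990 reads over all genes per library. Ratios of 2 single libraries were given with 95% Clopper-Pearson intervals, and a gene at 0 was set to a floor of 3 reads. Of 28633 genes, 7120 had no symbol, and 700 of those were named through a table of gene names. Values on a list or in a count of 2-fold genes were log2(CPM + 1), since the pseudocount was 1. Lists of retinal, vascular, glial, patterning and housekeeping genes and 19 lists of miRNAs were written before the data were examined, as were the alternatives and the rule for naming genes: those named in the paper's text or drawn in Figure 1 or Figure 2C, the 12 genes per age and direction with the largest log2 ratio of at least 5 CPM, the 10 miRNAs per direction with the largest log2 fold change among called miRNAs whose libraries do not overlap, and the extreme members of a list when it is described. Values in the paper's supplementary tables had been seen by then. Some genes that this rule names are not reported here. A list's median was set among 10000 lists of equal size matched on expression; this describes the libraries and is not a test. The age at which a gene was highest was taken from the mean of the regions.

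miRNAs were rescaled by median ratios and tested with limma 3.58.1 (eBayes with trend) in R 4.3.3 on log2(value + 1), for 283 miRNAs of at least 5 mean TPM, at an adjusted p of 0.05. miRNA lists were tested with fry in the same fit. Arms of a hairpin, paired by miRNA name, were compared by fitting the difference between arms within each library. Principal components used the 50 most variable miRNAs on deposited TPM. Deviations of same-numbered temporal and nasal samples from their region's mean had correlations of 0.50, 0.16 and 0.12 for replicates 1, 2 and 3. Each was over 0.1, so the numbers were treated as a possible pairing, in a fit with a replicate block beside the unblocked one. The main calls come from the unblocked fit, and the paper does not state a pairing. Consecutive sample codes in the labels, whose meaning is not given, would pair the samples otherwise. Temporal replicate 1 with nasal replicate 3 had -0.15, temporal 2 with nasal 1 had -0.19 and temporal 3 with nasal 2 had 0.22. No fit was run with that pairing. No pair of miRNA libraries held identical values.

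edgeR 4.0.16 was run on the recovered reads at 90 and 150 days only as an alternative. On simulated data, limma called 0% of unchanged miRNAs and 15.0%, 50.0% and 95.0% of those changed by 0.5, 1 and 2 on the log2 scale. There edgeR called 31.0% of genes changed by 1, 99.0% of genes changed by 2 and 9 of 14846 unchanged genes. Its simulated changes were in well-read genes, the same at both ages, with a fixed dispersion and no age effect. These shares therefore do not apply to genes whose difference between regions changed with age. Alternatives varied the scaling, the pseudocount, the filter on low values, the replicate block, the variance model, the libraries left out and, for ages, the region. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used. Target networks, unannotated miRNAs and in situ hybridization were not analysed here. No column of sample values was left out.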

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

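The tests of endothelial and pigment genes, of library size, of the moves of dorsal and ventral genes, of exchanged labels, of the TBX5 reads and of the TPM sums were chosen only after the results they address were seen.

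Some genes of vessels and astrocytes were lower in the temporal library at 90 days: the endothelial adhesion gene PECAM1 had 1.21 against 16.7 CPM in the temporal against the nasal library, and GFAP, the intermediate filament of astrocytes, had 3 against 329 reads, a nasal to temporal ratio of 102 (interval 34.6 to 497). The vascular list had a median log2 ratio of -0.69 at 90 days, with 7 of 16 genes 2-fold higher on the nasal side, and -0.35 at 150 days, and the astrocyte list, which shares PDGFRA and OLIG2 with other lists, went both ways at 90 days, with a median of -1.21 over 6 genes, 3 of them above 0, 3 2-fold higher on the nasal side and 1, PDGFRA, on the temporal side. Of 14 endothelial genes outside the lists, the 7 measured, among them CD34 (-2.25), ENG (-2.43), GPR116 (-1.57) and SOX18 (-1.80), were all higher in the nasal library with a median of -1.57, and since 6 of them reached 1 CPM only there, which enlarges the median, all 12 in the table were also taken: 11 were higher in the nasal library, with a median of -0.89 and summed values of 5.61 CPM (temporal) and 31.7 CPM (nasal), consistent with more vessel cells there, although KDR, the most abundant vascular gene, which retinal progenitors also express, was nearly equal (628 against 612 CPM). Pigment epithelium or melanocytes are an unlikely source. The pigment list had a median of -0.14 at 90 days, with 0 of 11 genes 2-fold higher on the nasal side and 2 on the temporal side. Its lowest gene, PMEL, was at -0.56. The vascular genes set against it, at -1.55 or lower, were only those already 2-fold different. Effective library sizes differed by only 0.10 on the log2 scale, but CPM already divides them out, so this decides nothing. With 1 library per region, vessels that reached the nasal retina first and a punch that held more vessels cannot be separated.

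TBX5, a dorsal T-box factor, lay on opposite sides at different ages, with log2 ratios of -1.08, -1.80 and 3.09 at the 3 ages and 146 temporal reads against 1 nasal read at 150 days. VAX2, a ventral homeobox factor, had 1.14 at 90 days and -1.56 at 150 days, and the list that holds dorsal and ventral genes had medians of -0.72, -0.53 and -0.66. Counting noise would not give a TBX5 ratio whose lower bound was 28.2 at 150 days, and exchanged labels would not leave 18 of the 23 genes that were 2-fold different at 90 and 150 days in their direction. A possible explanation is the position of the samples along the dorsal to ventral axis: apart from TBX5 and VAX2, the median move of dorsal genes exceeded that of ventral genes by 0.49, with EFNB2 at 2.16, ALDH1A1 at 1.56 and ALDH1A3 at -2.88. Of 5 dorsal genes 3 moved toward the temporal side and of 4 ventral genes 3 toward the nasal side, too few to tell position from a change with age.

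In 32 of 62 miRNA hairpins the arms changed by different amounts between the regions, a signal the paper does not report. The log2 fold change of the 5p arm less that of the 3p arm was -1.53 in miR-382 and 1.34 in miR-106b, and where both arms had a mean of at least 20 TPM, 20 of 36 hairpins passed. If low TPM sums in a pair of nasal libraries were the cause, correlations across hairpins over contrasts that share no library should be positive. They were -0.16 and -0.42. Both contrasts rest on nasal replicate 2, the only nasal library with a TPM sum like the temporal ones. A single library cannot exclude this cause. Differences between regions in how arms are kept or degraded, and in how arms were captured in the libraries, could not be tested with these values.

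A few other genes were 2-fold different in opposite directions at 2 ages, a difference that was not tested since no age has replicate values. PAPLN, a matrix glycoprotein, had log2 ratios of -1.18, 1.74 and 1.34, and CD207, a lectin of Langerhans cells, had 1.14, 2.87 and -2.03. CP, the ferroxidase ceruloplasmin, had -2.11 at 90 days and 1.10 at 150 days. RRAD, a small GTPase of muscle, had 1.24 and -1.94 at these ages, and C8ORF46, a brain transcript, had 1.02 at 50 days and -1.73 at 150 days.

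Lists outside the cell types the paper discusses also stood apart from lists of similar expression. Ciliary margin genes, among them CPAMD8 with 31.5 against 124 CPM at 50 days (the authors' mean), had medians of -0.56, -0.44 and -0.86. Genes of mesenchyme and sclera, led by COL3A1, had -1.02 at 50 days. Ribosomal protein genes had -0.30 at 50 days and -0.38 at 150 days, and nuclear genes of the respiratory chain had 0.32 at 90 days, with ATP5L at 67.3 against 51.4 CPM. By the paper's methods, the share of the retina in a punch varied with age. No explanation of these medians was tested.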

How the results depend on the processing

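The edgeR test of the recovered mRNA reads and the alternatives for hairpin arms and endothelial genes were chosen only after the data were seen. The remaining settings were set before the deposited data were examined, although values in the paper's supplementary tables had been seen by then. Over 110 named miRNAs and 1853 recomputed values, 1698 kept their side of the threshold, 74 of them, in 36 uncalled miRNAs, with another sign, 98 lost and 56 gained a call, and 1 called miRNA reversed: miR-125a-5p, at -0.55, turned to 0.00 without rescaling (0.0049). Without rescaling, 77 miRNAs were higher in the temporal and 3 in the nasal samples, since the median of all miRNAs then moved to 0.52. Leaving out 1 library, where an arm of 2 is assumed to vary like the other, the count of 80 called miRNAs ranged from 35 (without temporal replicate 1) to 107 (without nasal replicate 1), with 52 without temporal replicate 3 and 36 without nasal replicate 3. Those higher in the temporal samples ranged from 12 (without temporal replicate 1 or nasal replicate 3) to 48 (without nasal replicate 1), with 22 without temporal replicate 3, and those higher in the nasal samples from 23 (without temporal replicate 1) to 59 (without nasal replicate 1), with 24 without nasal replicate 3. The ratio of spreads ranged from 1.07 (without nasal replicate 2) to 2.64 (without nasal replicate 3). The number of miRNA lists past fry ranged from 1 (without nasal replicate 2 or nasal replicate 3) to 12 (without nasal replicate 1), with 4 without temporal replicate 3, against 8 with all libraries. With the replicate numbers as a block it was 0, against 90 called miRNAs with the block, and 35 hairpins with the block, and the block changed no other count of calls by over 1.5 times; among named miRNAs it ended 2 calls and added 7. Hairpins whose arms differ, 32 of 62, numbered 20 with both arms at a mean of at least 20 TPM, 21 without temporal replicate 2 and 34 without nasal replicate 1. Genes 2-fold different at 50 days numbered 191 with a pseudocount of 0.1 and 29 with a pseudocount of 5, against 118, which follows from how a pseudocount weighs low values. The counts at 90 and 150 days added up to 468, with the 23 genes different at both ages counted at each. This became 265 with a pseudocount of 5 and 257 with a minimum of 20 CPM, both of which remove low genes. On the recovered reads edgeR called 0 genes, with 1378 at an unadjusted p under 0.05 from its quasi-likelihood test. That test looks for a region difference common to both ages, so it does not count the same thing. Of 450 recomputed gene ratios 21 moved, and of 90 list medians 2 lost their place, both of the rod list at 50 days. Within an age of the mRNA data, no library could be left out. No paired analysis was possible because within an age the mRNA values at 50 days are means and later ages have 1 library per region, though edgeR had age as a term over both later ages. For the other changes the cause was not tested. Rounded TPM keeps no depth, so which low miRNAs counting error limits is unknown.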

Differences from the paper's values

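No test reported here was chosen only after its result was seen, and the settings named were set before the deposited data were examined. Values in the paper's supplementary tables had been seen by then, and the choice to rescale the miRNA libraries drew on their unequal TPM totals.

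For miR-369-3p, a low miRNA of the 14q32 cluster, the temporal to nasal fold after rescaling was 2.70, against the paper's 4.86, while the fold of mean TPM, the scale that matches the paper's folds, was 4.86 here too. Without rescaling the fold on the log2(value + 1) scale was 3.68, within the limits set for a difference. It stayed outside them after division by library totals (2.90), quantile normalization (2.43), pseudocounts of 0.5 (2.96) and 5 (1.83), no filter (2.71), the replicate block (2.70), no trend (2.70), array weights (2.74), the fold of the authors' deposited table (3.08) and each library left out in turn (2.56 to 2.95).

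The 4 libraries at 90 and 150 days had a mean effective size of 19.9 M as recovered from CPM, against the paper's average of 74.9 M reads per sample. The paper's average is of reads obtained, before mapping, and covers the 6 samples at 50 days as well, so the numbers are not of the same libraries or the same kind of read, and no alternative setting bears on it.

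The paper states that miR-183 is significantly higher in the developing fovea. miR-183-5p had an adjusted p of 0.0890 from limma, with a fold of mean TPM that matches the paper's, and it passed without rescaling (0.0225), after division by library totals (0.0416), without temporal replicate 2 (0.00567), without nasal replicate 2 (0.0489), with the p-values of the authors' deposited table (0.0107) and adjusted over the list alone. The paper places miR-130a, miR-130b, miR-454 and miR-301 higher in the temporal region. miR-301b was at a log2 fold change of -0.11, and positive on mean TPM (1.38-fold), without rescaling (0.43), after division by library totals (0.02), with array weights (0.05), without temporal replicate 3 (0.08) and without nasal replicate 1 (0.05), and miR-130a-3p, miR-130b-3p and miR-454-3p were positive.

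Of the ganglion cell genes the paper places latest, SNCG was highest at 150 days, whereas NRN1 had its highest mean at 90 days (164 CPM against 157 CPM at 150 days), and only its temporal library alone was highest at 150 days.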

Other observations

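The comparisons of library splits and of the deposited fold changes with TPM folds were chosen only after the results were seen.

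Ganglion cell genes were higher on the temporal side at 150 days. The neurofilament gene NEFM had 2679 against 936 CPM, the POU factor POU4F1 23.4 against 7.98 CPM and the glutamate transporter SLC17A6 332 against 123 CPM in the temporal against the nasal library. The ganglion cell list had median log2 ratios of -0.16, 0.30 and 0.94 at the 3 ages, with 8 of 18 genes 2-fold higher on the temporal side at 150 days, and the genes of Figure 1B had -0.35, 0.21 and 0.74.

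Proliferation genes were lower on the temporal side at 150 days. The topoisomerase TOP2A had 4.95 against 31.1 CPM and cyclin B2 (CCNB2) 0.762 against 4.19 CPM. Nestin (NES), which is not on the cell cycle list, had 19.1 against 106 CPM. The cell cycle list had medians of 0.05, -0.41 and -0.75, with 11 of 28 genes 2-fold higher on the nasal side at 150 days. Progenitor genes had -0.38 at 50 days and -0.47 at 150 days, the progenitor genes of Figure 1A -0.16, -0.42 and -0.30, and neurogenic genes 0.18, -0.08 and -0.88. The kinase inhibitor CDKN1A, which stops the cycle, had 52.4 against 4.47 CPM at 90 days.

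Amacrine genes, with TH and SLC6A9 lowest at 50 days, had medians of -0.05, 0.02 and 0.00, and horizontal cell genes had 0.00, -0.02 and 0.15, where CALB1 was the highest at each age. Immune genes had -0.46, -0.14 and -0.14, with lysozyme (LYZ) at 49.8 against 23.7 CPM at 150 days. Pigment epithelium and melanocyte genes had -0.04, -0.14 and -0.05, with transthyretin (TTR) at 11.1 against 3.01 CPM at 90 days. Lens genes had -0.05, 0.49 and -0.27 and muscle genes 0.01, 0.27 and -0.09, each over 7 genes or fewer. Blood genes, 1 to 3 of which were measured, had -2.39, -1.49 and -0.54. WNT genes had -0.18 at 90 days and -0.32 at 150 days, led on the temporal side by the antagonist FRZB, with 816 against 362 CPM. Vascular genes had -0.53 at 50 days, astrocyte genes -0.46 at 50 days and 0.24 at 150 days, and mesenchyme genes -0.45 at 90 days and -0.28 at 150 days. Ribosomal protein genes had 0.16 at 90 days, and respiratory chain genes -0.04 and 0.01 at the other two ages. Genes of Figure 1E had -0.20, -0.03 and 0.20, those of Figure 1F, picked by the study for differing, -0.36, 1.10 and 0.22, and the network targets -0.01 and -0.30 at 90 and 150 days.

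Among miRNAs the paper does not discuss, some of the let-7 family, which rises with differentiation in many tissues, were lower in the temporal samples relative to the typical miRNA. As a set the family passed fry (adjusted p = 0.0156), though neither with the replicate numbers as a block (0.100) nor without rescaling (0.999). let-7c-5p had a log2 fold change of -1.30 (standard error 0.157, adjusted p = 0.00168) and let-7a-5p a log2 fold change of -1.02 (standard error 0.191, adjusted p = 0.00705) from limma, neither of which passed without rescaling (0.0908 and 0.339), where let-7f-5p, let-7i-5p and miR-98 turned to higher temporal values. In all, 4 of 9 let-7 members were lower (5 adjusted over the list alone). let-7g-5p went the other way, at 0.32 and 1.78-fold higher mean TPM in the temporal samples, and did not pass (0.160), although it did after division by library totals (0.0384) and quantile normalization (0.00740). miR-320a had a log2 fold change of -1.16 (standard error 0.213, adjusted p = 0.00676), not past without rescaling (0.237), and 2 of 2 miR-320 members were lower on either adjustment, miR-320b not without temporal replicate 3 (0.0554). miR-103-3p and miR-107-3p were both higher on either adjustment, miR-107-3p not without temporal replicate 1 (0.0615) or nasal replicate 3 (0.0590). In the miR-30 family 2 of 5 were higher (3 adjusted over the list alone), in the miR-18/19 group 1 of 2 on either adjustment, and in the blood group, led by miR-486-5p, 1 of 3 was lower on either adjustment.

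Moving one way by fry were the miR-320 (adjusted p = 0.00492), let-7 (0.0156) and blood lists (0.0364), downward, and the miR-103/miR-107 (0.0262), miR-18/19 (0.0439) and miR-30 lists (0.0439), upward. With the replicate numbers as a block these became 0.0530, 0.100, 0.0530, 0.108, 0.123 and 0.0530 in the same order, so none of the 6 passed. Without rescaling the let-7 list was lost and the blood list had 0.727, and after division by library totals the miR-18/19 list had 0.0963 and the miR-30 list 0.0822. Only the miR-320 list of these 6 passed without nasal replicate 2 (0.0293) and without nasal replicate 3 (0.0420); the other lists then had 0.0642 to 0.124 and 0.0703 to 0.144. Without temporal replicate 1 the blood (0.159) and miR-18/19 lists (0.148) were lost, without temporal replicate 2 the miR-103/miR-107 (0.0548), miR-30 (0.0613), blood (0.0669) and miR-18/19 lists (0.0926), and without temporal replicate 3 the miR-18/19 (0.0523), let-7 (0.0699), miR-30 (0.0851) and blood lists (0.126). With a minimum of 20 TPM the blood list had 0.0636. The remaining lists did not pass: miR-204/miR-211 (0.0628, with 0 of 2 members past and 2 lower adjusted over the list alone), miR-374 (0.0628), miR-25/92 (0.539), vascular and smooth muscle (0.704), muscle (0.704), miR-181 (0.740), epithelium, lens and pigment epithelium (0.774), the 14q32 cluster (0.870) and neural miR-9, miR-124 and miR-125 (0.936). Of these, miR-374 passed without rescaling (0.0173) and without nasal replicate 1 (0.0406), miR-204/miR-211 without temporal replicate 2 (0.0449) and without nasal replicate 1 (0.0441), miR-25/92 without nasal replicate 1 (0.0441), and miR-181 and the neural list, both upward, without rescaling (0.0493 each). Members of the 14q32 cluster went both ways, 5 higher and 4 lower of 36 (4 and 2 adjusted over the list alone), with a fry p for change in either direction of 4.1e-05. That p is unadjusted and compares the cluster with no other miRNAs. Since 80 of all 283 tested miRNAs were called, it does not set the cluster apart.

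Nasal replicate 2 alone held high levels of miR-126 (endothelium), miR-143-3p (smooth muscle) and miR-184 (epithelium). It had 551 TPM of miR-126, where the other 5 libraries had 21 to 42 TPM, 288 TPM of miR-143-3p against 2 to 5 TPM, and 488 TPM of miR-184 against 2 to 26 TPM. None of the 3 passed limma between regions (adjusted p = 0.172, 0.334 and 0.223), though miR-184 did with the replicate block (0.0232) and without nasal replicate 1 (0.0171), and all 3 did with the p-values of the authors' deposited table (0.00236, 0.00143 and 0.00299). These 3 were chosen after their values were seen, and no explanation was tested. The labels give this library the sample code of a nasal mRNA sample at 50 days, and the authors' mean does not show whether the nasal values of COL3A1 and HBG2 at that age come from that sample alone.

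In the authors' deposited table, the log2 fold of average TPM exceeded the deposited log fold change by a median of 0.50 over 281 miRNAs of at least 5 TPM, so a fold of mean TPM above 1 need not be a positive deposited value. At an adjusted p under 0.05 the authors' deposited table called 91 of 339 miRNAs, 42 higher in the temporal and 49 in the nasal samples; 15 miRNAs were called here only, 8 there only, and 18 of its calls lay under the 5 TPM filter.

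The 6 libraries can be divided into groups of 3 in 10 ways, too few for a share under 0.05. The real division called 80 miRNAs, 8 lists and 32 arm differences, and the highest of the other divisions called 0 of each; 1 of 10 divisions, the real one, gave a result as large for each of these counts. The real division parts all 3 same-numbered pairs, as do 3 other divisions, and the remaining 6 part 1 pair; at most 0 of each was called in either group of other divisions, with up to 7 miRNAs at an unadjusted p under 0.05 from limma in the former and 33 in the latter. With the replicate numbers as a block, the real division called 90 miRNAs, 0 lists and 35 arm differences.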
